# Regulation of Toll-like Receptor Signaling by the SF3a mRNA Splicing Complex

**DOI:** 10.1371/journal.pgen.1004932

**Published:** 2015-02-06

**Authors:** Brian P. O’Connor, Thomas Danhorn, Lesly De Arras, Brenna R. Flatley, Roland A. Marcus, Eveline Farias-Hesson, Sonia M. Leach, Scott Alper

## Abstract

The innate immune response plays a key role in fighting infection by activating inflammation and stimulating the adaptive immune response. However, chronic activation of innate immunity can contribute to the pathogenesis of many diseases with an inflammatory component. Thus, various negatively acting factors turn off innate immunity subsequent to its activation to ensure that inflammation is self-limiting and to prevent inflammatory disease. These negatively acting pathways include the production of inhibitory acting alternate proteins encoded by alternative mRNA splice forms of genes in Toll-like receptor (TLR) signaling pathways. We previously found that the SF3a mRNA splicing complex was required for a robust innate immune response; SF3a acts to promote inflammation in part by inhibiting the production of a negatively acting splice form of the TLR signaling adaptor MyD88. Here we inhibit SF3a1 using RNAi and subsequently perform an RNAseq study to identify the full complement of genes and splicing events regulated by SF3a in murine macrophages. Surprisingly, in macrophages, SF3a has significant preference for mRNA splicing events within innate immune signaling pathways compared with other biological pathways, thereby affecting the splicing of specific genes in the TLR signaling pathway to modulate the innate immune response.

## Author Summary

Within minutes after we are exposed to pathogens, our bodies react with a rapid response known as the “innate immune response.” This arm of the immune response regulates the process of inflammation, in which various immune cells are recruited to sites of infection and are activated to produce a host of antimicrobial compounds. This response is critical to fight infection. However, this response, if it is activated too strongly or if it becomes chronic, can do damage and can contribute to numerous very common diseases ranging from atherosclerosis to asthma to cancer. Thus it is essential that this response be tightly regulated, turned on when we have an infection, and turned off when not needed. We are investigating a mechanism that helps turn off this response, to ensure that inflammation is limited to prevent inflammatory disease. This mechanism involves the production of alternate forms of RNAs and proteins that control inflammation. We have discovered that a protein known as SF3a1 can regulate the expression of these alternate inhibitory RNA forms and are investigating how to use this knowledge to better control inflammation.

## Introduction

While the innate immune response plays a critical role in fighting infection, overactive or chronically activated innate immunity can contribute to many diseases with an inflammatory component [1–4]. Thus to fight infection without inducing inflammatory disease, a complex regulatory system has evolved to activate innate immunity when humans are exposed to pathogens and then turn the system off after a period of time to ensure that it is self-limiting. One family of innate immune receptors that senses pathogenic components is the Toll-like receptor (TLR) family. Different TLRs respond to different pathogenic stimuli; for example, TLR4 is activated in the presence of lipopolysaccharide (LPS) from Gram negative bacteria [5,6]. Binding of LPS to TLR4 and its co-receptor MD-2 leads to recruitment and activation of the signaling adaptor MyD88, which in turn recruits a family of related kinases: IRAK4, IRAK1, and IRAK2 [7]. This signaling cascade continues, culminating in the activation of the transcription factor NFκB and the activation of several MAP kinase pathways [7]. This in turn leads to the production of, among other things, inflammatory cytokines.

One mechanism that has evolved to ensure that TLR4 activation is self-limiting is the feedback-induced production of a variety of negative regulators of TLR signaling [8–14] including the production of alternatively spliced forms of TLR signaling components [15–25]. For example, while the LPS receptor TLR4 is encoded by a three exon mRNA, an alternately spliced mRNA that includes an extra exon between exons two and three has been identified [18]. This extra exon introduces a premature stop codon, resulting in the production of a soluble fragment of TLR4 (sTLR4) that can bind LPS but that cannot signal to the downstream components of the pathway. Thus, sTLR4 acts as a dominant inhibitor of TLR signaling [18]. Similarly, negatively acting splice forms of MD-2, MyD88, IRAK1, IRAK2, and many other TLR signaling components have been described [15–25]. The production of many of these negatively acting alternate splice forms is induced by LPS stimulation [16–19], suggesting that the inflammatory stimulus mediates its own negative feedback loop to limit the innate immune response, thereby preventing inflammatory disease.

While RNAseq and individual gene studies have determined that alternative splicing is an important regulatory mechanism to control TLR signaling, thus far there has been only limited investigation of how this alternative pre-mRNA splicing is regulated. We have identified the SF3a and SF3b mRNA splicing complexes as novel regulators of innate immunity [26,27]. These mRNA splicing complexes bind to the U2 small nuclear ribonucleoprotein (snRNP), which in turn binds to the branch site near the 3’ end of introns to control mRNA splicing with the rest of the spliceosome [28–34]. Weakening of U2 snRNP activity is expected to perturb mRNA splicing, causing exon skipping or intron retention [35–38]. We found that inhibition of SF3a or SF3b by RNAi or a pharmacological agent in mouse or human macrophages weakened the innate immune response induced by several TLR agonists including LPS [26,27]. In particular, SF3a1 inhibition diminished the LPS-induced production of IL-6, TNFα, RANTES, and IL-10 [27]. Importantly, this effect on innate immunity occurred at a level of gene inhibition (roughly 80%) that did not affect general cell functions such as viability or phagocytosis [26]. This suggests that inflammatory signaling pathways may be more sensitive to perturbation of the spliceosome than other pathways. Consistent with this theory, RNAi-mediated inhibition of Eftud2, which functions with the U5 snRNP at a later stage of spliceosome assembly [30,39–45], also weakened the innate immune response to LPS without affecting cell viability [46]; in contrast, overexpression of Eftud2 increased the response to LPS [46].

The effects of these splicing factors on innate immunity are mediated in part by control of alternative splicing of MyD88 [26,46]. MyD88 is encoded by a five-exon mRNA (long form or MyD88_L_) that encodes the positively acting TLR signaling adaptor. A shorter mRNA lacking exon 2 (MyD88_S_) encodes a dominantly acting negative regulator of TLR signaling that prevents IRAK activation [15,19,20]. Inhibition of SF3a, SF3b, or Eftud2 leads to an increase in the production of MyD88_S_, which in part explains the effect of these mRNA splicing genes on innate immunity [26,46]. However, our data indicated that other TLR signaling components also likely mediate the effects of mRNA splicing genes on innate immunity [26]. Based on these data, we have hypothesized that the splice site choices in MyD88 and perhaps other TLR signaling genes have evolved to be exquisitely sensitive to cellular conditions because of their functional significance, and may be key regulatory points of a mechanism to limit inflammation.

To better understand the effects of the spliceosome on TLR signaling, we now use RNAseq to examine the full complement of genes and splicing events regulated by the SF3a complex in mouse macrophages. We find that key cis-acting regulatory sequences mediate the effects of SF3a on alternative splicing. In keeping with our hypothesis, pathway analyses of these data indicate that TLR signaling and other innate immune signaling pathways are among the most sensitive pathways to inhibition of SF3a1 in macrophages. We find several genes in TLR pathways whose expression or mRNA splicing are altered by SF3a1 inhibition. These include the production of the known negative regulatory splice form of TLR4 as well as a newly identified negatively acting splice form of IKKβ. Thus, SF3a1 regulates innate immunity by controlling multiple mRNA splicing events in TLR signaling pathways in macrophages.

## Results

### Strategy to analyze the effects of SF3a1 inhibition

A schematic outlining our experimental strategy is depicted in Fig. 1. To test the effect of SF3a1 inhibition, the RAW264.7 mouse macrophage cell line was treated with either SF3a1 siRNA or control non-targeting siRNA. Following siRNA treatment, the cells were exposed for four hours to either 20 ng/ml LPS or no LPS as a control. All siRNA treatments and subsequent LPS exposures were performed in triplicate, resulting in 12 total samples analyzed by RNAseq (Fig. 1A). 

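RAW264.7 is an established line of mouse macrophages, and LPS is the cell wall component of Gram-negative bacteria that TLR4 senses. The 12 RNAseq libraries were 3 cultures of each of 4 groups: control siRNA without LPS, control siRNA with LPS, SF3a1 siRNA without LPS and SF3a1 siRNA with LPS. The siRNA was given 24 hours before LPS, and replicate 1 of every group was sequenced in 2 runs while replicates 2 and 3 had 1 run each. Polyadenylated RNA was sequenced from one end on the Ion Proton, and the authors mapped the reads to mouse genome mm10 with GSNAP. They kept uniquely mapping reads and counted them on Ensembl genes with htseq-count. The deposited values are these counts per gene, without normalization. Because only uniquely mapping reads were counted, genes with near-identical copies, such as members of gene families, have uncertain counts. The text does not say whether counting used the strand, so genes that overlap another gene on the opposite strand are also uncertain. With control siRNA and no LPS, between 20659511 and 40840082 reads per library were counted on genes (median 21313015). With control siRNA and LPS the totals ran from 13021502 to 41091887 (median 18437310). With SF3a1 siRNA they ran from 12746019 to 27789833 without LPS (median 17182329) and from 17174058 to 36506558 with LPS (median 21830520). In every group, replicate 1 had the highest total. Replicates of a group differed by more than sampling noise, with a chi-squared per degree of freedom of 9.39 to 126 over the 12 pairs, so each library was counted as 1 sample. Here the counts were scaled by edgeR's TMM method, and all 12 libraries were fitted together with 1 mean per group, so that the groups share an estimate of the spread between replicates. Of the 38215 genes, the 14983 that passed edgeR's filter on low counts (filterByExpr) were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene is called changed at an adjusted p of 0.1 or less, the false discovery rate of the authors' DESeq analysis. Expression levels are given as CPM, which is the count scaled to a common library total, as mean ± SD over the 3 libraries of a group. The standard error given with a log2 fold change was derived from the test. It is the size of the fold change divided by the square root of the quasi-likelihood F statistic. It is therefore approximate, most of all for genes near 0 counts, where the fold change depends on the prior count. The choices that could change these numbers are the scaling, the filter, the test and whether the replicate number enters the model. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1, so genes were tested by the model, which draws on the spread of all genes.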

Following the LPS exposures, supernatant was collected for ELISA analysis to verify that, as expected, LPS induced IL-6 production and that SF3a1 siRNA treatment inhibited LPS-induced IL-6 production. RNA was purified from the adherent cells for qPCR analysis to verify SF3a1 gene knockdown (∼80%) and for RNAseq analysis. 

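Sf3a1 (ENSMUSG00000002129) lies on the forward strand of chromosome 11 of mm10 from 4160350 to 4182541. Without LPS its level was 191 ± 22.2 CPM (SD, n = 3) with control siRNA and 28.9 ± 2.78 CPM (SD, n = 3) with SF3a1 siRNA. That is 15.1% of the control level, a log2 fold change of -2.73 (standard error 0.204, adjusted p = 1.14e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With LPS the level was 167 ± 23.9 CPM (SD, n = 3) with control siRNA and 34.0 ± 9.72 CPM (SD, n = 3) with SF3a1 siRNA. There SF3a1 siRNA left 20.3% of the control level, a log2 fold change of -2.30 (standard error 0.200, adjusted p = 1.47e-05 from the same edgeR test). In both comparisons every library with SF3a1 siRNA was below every library with control siRNA (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between -2.81 and -2.55 without LPS and between -2.55 and -2.15 with LPS. The knockdown did not differ detectably between the 2 conditions (log2 difference 0.43, adjusted p = 0.594 from the interaction term of the same edgeR model).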

No effects on viability were observed at this level of knockdown [26].

**Figure 1:**
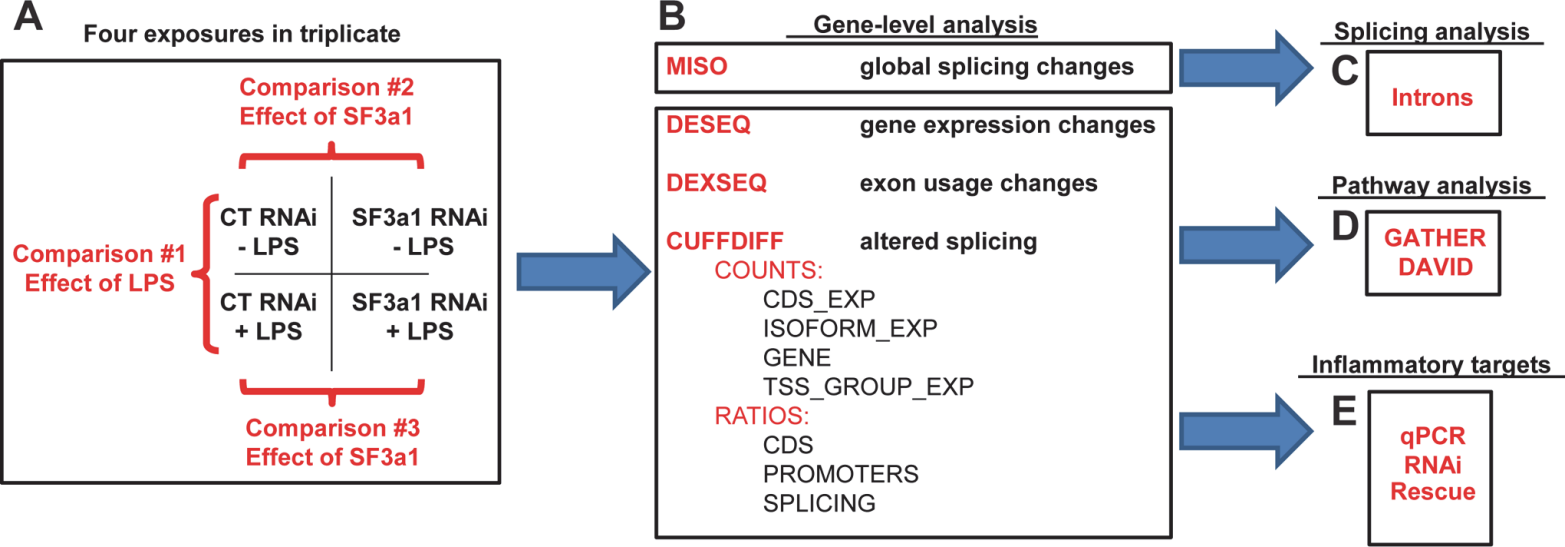
Plan to investigate the effect of SF3a1 inhibition. The schematic depicts our experimental approach for investigating the effect of SF3a1 inhibition on mRNA splicing and innate immunity. Mouse RAW264.7 cells were treated with either SF3a1 siRNA or control siRNA and subsequently exposed (or not) to LPS. These mRNA samples were then subjected to poly-A mRNA sequencing (A). The sequence data were then analyzed using MISO (B) to determine the global effects of SF3a1 on alternative pre-mRNA splicing and to investigate intron sequences that mediated these alternative splicing effects (C). The sequence data also were analyzed using DESeq, DEXSeq, and Cuffdiff to identify genes and isoforms whose expression was regulated by SF3a1 (B). This gene- and isoform-level analysis was in turn used for pathway analysis (D) and to identify specific TLR signaling pathway genes that mediate the effects of SF3a on innate immunity (E).

Three different experimental comparisons were monitored (Fig. 1A): (1) the effect of LPS was monitored by comparing the effects of control siRNA treatment in either the absence or presence of LPS; (2) the effect of SF3a1 inhibition in the absence of LPS; and (3) the effect of SF3a1 inhibition in the presence of LPS. Several computational approaches were taken for this analysis as outlined below.

To investigate the global effects of SF3a on mRNA splicing, we used the MISO [47] software package (Fig. 1B, S1–S5 Tables). MISO identifies changes in mRNA splicing by mapping RNAseq data onto pre-identified intron and exon isoform structures from a subset of genes. These data were in turn used for computational analyses of intron and exon sequences that regulate mRNA splicing (Fig. 1C).

To determine how SF3a affects innate immunity, three different software packages (DESeq, DEXSeq, and Cufflinks) were used to identify genes and gene isoforms whose expression was regulated by SF3a (Fig. 1B). DESeq [48] maps RNAseq data onto pre-identified gene structures. Thus this gene-level analysis can be used to identify changes in total expression of each gene (S6–S8 Tables), but cannot identify changes in isoform usage. In contrast, DEXSeq [49], which performs an exon-by-exon level analysis of RNAseq data, was used to identify changes in exon expression and therefore isoform usage (S9–S11 Tables). 

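For the exon usage data the authors divided each Ensembl gene into exon bins, the stretches between all annotated exon boundaries of its transcripts, and counted uniquely mapping reads on each bin with DEXSeq's counting script. A read that spans several bins is counted in each of them, and genes that overlap are joined into 1 unit. The deposited counts cover 354841 bins of 37223 genes or joined genes, without normalization. Between 17269833 and 59095475 bin counts were available per library. Exon bin counts were used for 11 libraries: replicate 3 of control siRNA with LPS was not analysed here at the exon level, so comparisons with that group rest on 3 libraries against 2. Changes in exon usage were tested with edgeR's quasi-likelihood fit and its diffSpliceDGE function on the 153624 bins of 10609 genes that passed the filter on low counts and had at least 2 such bins. The log2 fold change of a bin is its change relative to the rest of its gene, so it measures a shift in usage and not in the expression of the gene, except in units of joined genes, where a change in the expression of 1 member gives the same result. A gene is called when at least 1 bin has a Benjamini-Hochberg adjusted p of 0.1 or less, the threshold of the authors' DEXSeq analysis. DEXSeq itself was not run here, and its model was refitted with DESeq2 as an alternative. Bin coordinates are not part of these counts, so the bins were rebuilt from the GENCODE vM21 annotation of mm10. For 31591 genes (84.9%) the rebuilt gene had the same number of bins as in the counts, and only those bins are given coordinates. Usage of a bin is given as its percentage of all bin counts of its gene, as mean ± SD over the libraries of a group. The MISO and Cuffdiff analyses need the reads and were not repeated here.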

Finally, Cufflinks [50,51], which unlike the other software packages that compare sequence data to known transcripts, analyzes the sequence data *de novo* to identify both known and novel transcripts, which can then be compared between experiments using Cuffdiff (S12–S18 Tables). These gene and isoform lists were then used to inform pathway analysis with the GATHER [52] and DAVID [53,54] software tools (Fig. 1D) and also were used to identify genes responsible for mediating the effects of splicing factors on innate immunity (Fig. 1E).

### Effects of LPS on gene expression and alternative splicing

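Tnf (ENSMUSG00000024401, chromosome 17 of mm10 from 35199381 to 35202007) encodes TNFα. With control siRNA its level was 35.4 ± 5.61 CPM (SD, n = 3) without LPS and 1449 ± 675 CPM (SD, n = 3) with LPS, a log2 fold change of 5.35 (standard error 0.491, adjusted p = 5.08e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139), which encodes IL-1β, went from 0.168 ± 0.0834 to 3083 ± 978 CPM (SD, n = 3 each), a log2 fold change of 14.12 (standard error 0.588, adjusted p = 1.12e-08 from the same edgeR test). Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) had 0 counts in all 3 libraries without LPS and 21.01 ± 8.81 CPM (SD, n = 3) with LPS. Against a floor of 3 counts over the group without LPS, that is at least 627-fold higher. IL-12 is a pair of chains encoded by Il12a and Il12b. Il12b (chromosome 11 from 44400063 to 44414033) had 0 counts without LPS and 17 counts over the 3 libraries with LPS, too few to pass the filter, and was not tested. Il12a (chromosome 3 from 68690644 to 68698547) had 0 counts in all 12 libraries, so it was not detectable at this depth. The chemokine genes Ccl5 and Cxcl10 also rose with LPS, by log2 fold changes of 10.84 (standard error 0.464) and 7.51 (standard error 0.611), with adjusted p values of 1.14e-08 and 1.74e-06 from the same edgeR test.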

As expected, treatment with LPS increased mRNA levels for numerous cytokines and chemokines (S6 Table) including but not limited to TNFα, IL-6, IL-1β, and IL-12. Among the top pathways altered by LPS at both the gene level (S6 Table) and exon level (S9 Table) were innate immune signaling pathways: TLR signaling, cytokine-cytokine receptor signaling, and MAP Kinase signaling (Table 1). Thus, LPS stimulation alters the expression of LPS-response genes at both the gene and isoform levels.

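At the gene level, LPS with control siRNA changed 4809 of the 14983 tested genes, 2061 of them higher and 2748 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count moved most with the replicate number as a block in the model, to 6571 genes. With each library left out in turn it stayed between 3985 and 5023. By fitted log2 fold change, which depends on the prior count for genes near 0, the largest rises among called genes with a mean of at least 10 CPM over the 12 libraries and the same direction in every replicate pair were those of Il1a, Il1b and Timp1. Il1a (chromosome 2 from 129299610 to 129309972) had 1 count over the 3 libraries without LPS and 59235 with LPS. Timp1 (chromosome X from 20870166 to 20874735) had 0 counts without LPS and 59.6 ± 1.57 CPM (SD, n = 3) with LPS, at least 1780-fold higher against a floor of 3 counts over the group. The largest falls under the same rule were those of Nt5e, St6gal1 and Bmf, with log2 fold changes of -4.69 (standard error 1.06), -4.22 (standard error 0.287) and -3.38 (standard error 0.398) and adjusted p values of 0.00511, 3.68e-07 and 4.27e-05 from the edgeR test. At the exon level, LPS changed the usage of at least 1 bin in 49 of the 10609 tested genes, in all 123 bins, 79 of them higher and 44 lower (edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). The majority of rises depends on the model: 131 of 232 bins were lower by the DEXSeq model and 55 of 103 by limma-voom, while 145 of 285 were higher with the replicate number as a block. The number of genes does too: 129 genes were called with the replicate number as a block and 107 with the DEXSeq model fitted by DESeq2. It fell to 23 genes without control siRNA with LPS replicate 1, to 24 without control siRNA without LPS replicate 3 and to 32 without control siRNA without LPS replicate 2. The smallest adjusted p belonged to the last bin of Dglucy, bin 32, on chromosome 12 from 100896608 to 100896981. It held 0.212 ± 0.117% of the gene's bin counts without LPS (SD, n = 3) and 8.07 ± 1.16% with LPS (SD, n = 2), a log2 fold change of 5.13 relative to the rest of the gene (adjusted p = 1.75e-21, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). The neighbouring Dglucy bin 31 rose from 0.0655 ± 0.0239% (SD, n = 3) to 3.99 ± 1.78% (SD, n = 2). From the genes and pathways called by DESeq and DEXSeq (Table 1), the paper concludes that LPS acts on its response genes at both levels.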

**Table 1:** Pathways affected by LPS Treatment.

**DESeq**			
**#**	**Annotation** *	**Genes in pathways**	**P-value**
1	path:mmu04060: Cytokine-cytokine receptor interaction	146	0.0010
2	path:mmu00190: Oxidative phosphorylation	5	0.0014
3	path:mmu04010: MAPK signaling pathway	124	0.0087
4	path:mmu04510: Focal adhesion	111	0.0166
5	path:mmu04620: Toll-like receptor signaling pathway	56	0.0215
**DEXSeq**			
1	path:mmu04210: Apoptosis	31	0.0002
2	path:mmu04010: MAPK signaling pathway	28	0.0094
3	path:mmu04060: Cytokine-cytokine receptor interaction	22	0.0324
4	path:mmu05050: Dentatorubropallidoluysian atrophy (DRPLA)	5	0.0362
5	path:mmu04620: Toll-like receptor signaling pathway	12	0.0384

*Innate immune signaling pathways underlined.

### Effects of SF3a1 on alternative splicing

SF3a1 is an essential mRNA splicing factor, and as such, its inhibition is expected to alter mRNA splicing. 

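The classes of splicing event can be approached from the exon bin counts, because the rebuilt bins carry their annotation. A bin was classed as a retained intron where it lies in an annotated intron that an exon of another transcript runs across, and as a cassette exon where it is a whole internal exon that lies inside an intron of another transcript. This comparison of classes was chosen after seeing the data. Of 4218 tested retained intron bins, SF3a1 siRNA changed 188 without LPS, and 177 of those were used more (94.1%, against 77.7% of the other called bins, Fisher's exact test, two-sided p = 8.81e-08). With LPS it changed 123 of the same 4218 bins, and 116 were used more (94.3%, against 71.9% of the others, Fisher's exact test, p = 1.79e-08). The called bins inside an annotated intron that belong to neither class rose about as often, 311 of 338 (92.0%) without LPS and 219 of 236 (92.8%) with LPS, so the contrast comes from the other bins. Of 4327 tested cassette exon bins, SF3a1 siRNA changed 71 without LPS, and 42 of those were used less, a rise in only 40.8% against 86.9% of the other called bins (Fisher's exact test, p = 6.34e-17). With LPS it changed 48 cassette exon bins, and 32 were used less (33.3% rose, against 81.5% of the others, Fisher's exact test, p = 9.2e-12). Bins of 1 gene are not independent, so these p values describe the called bins and not separate events. The classes also differ in counts per base and were not matched on them, so these tests do not separate class from level. The DEXSeq model fitted by DESeq2 called 352 retained intron bins without LPS, 325 of them higher, and 269 with LPS, 253 of them higher. It called 89 cassette exon bins without LPS, 64 of them lower, and 66 with LPS, 46 of them lower. The bins with the smallest adjusted p after SF3a1 siRNA without LPS included a whole retained intron of Wdr61 of 181 nt (chromosome 9 of mm10 from 54724145 to 54724325). It held 0.102 ± 0.0257% of the gene's bin counts with control siRNA (SD, n = 3) and 3.79 ± 2.31% with SF3a1 siRNA (SD, n = 3), a log2 fold change of 5.17 (adjusted p = 1.58e-12, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). Alternate splice sites and mutually exclusive exons were not classed separately.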

Using MISO, we determined that SF3a1 inhibition, in either the absence or presence of LPS, affected multiple classes of alternative splicing events (Fig. 2, S19 Table), including intron retention, exon skipping, alternate 3’ and 5’ splice site usage, and altered mutually exclusive exon usage. In particular, a large number of intron retention and exon skipping events were identified by this analysis. In contrast, LPS stimulation affected all classes of splicing changes but did so at much lower frequency.

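In the exon bins, LPS with control siRNA changed 3 of the 4218 tested retained intron bins (0.0711%), 2 of them used more, and 0 of the 4327 cassette exon bins (edgeR's diffSpliceDGE). The DEXSeq model fitted by DESeq2 called 6 retained intron bins and 2 cassette exon bins after LPS. Bins at an unadjusted p were not counted by class, but 1861 genes had a bin at an unadjusted p under 0.05 after LPS, against 2723 after SF3a1 siRNA without LPS and 3237 with LPS. With 153624 bins tested in 10609 genes, chance alone gives many such genes, so these numbers do not count changed genes. The control siRNA with LPS group has 2 libraries here, so the LPS comparison has less power than SF3a1 siRNA without LPS. The SF3a1 comparison with LPS uses the same 2 libraries as controls and called 123 retained intron bins. In the paper's own MISO counts (S19 Table), LPS changed 13 of 3260 retained introns and 38 of 14959 skipped exons, where SF3a1 inhibition changed 146 and 280 without LPS and 159 and 282 with LPS.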

**Figure 2:**
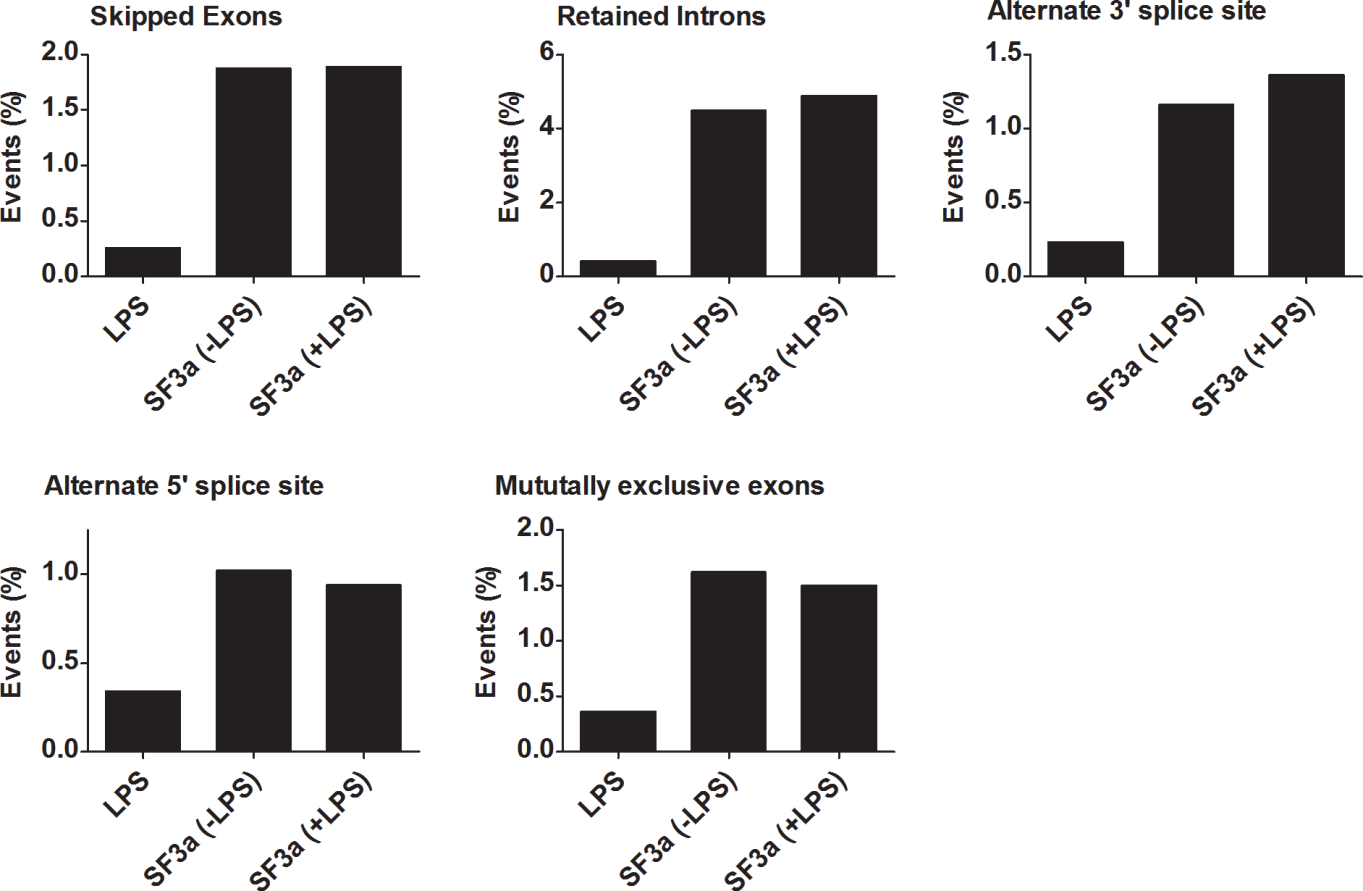
SF3a1 regulates multiple modes of alternative pre-mRNA splicing. The figure depicts the percentage of possible alternative splicing events (intron retention, exon skipping, alternate 3’ and 5’ splice site choice, and mutually exclusive exon usage) affected by either LPS treatment or SF3a1 inhibition (in the absence or presence of LPS) in the RAW264.7 cell line. Complete data depicted in S19 Table.

### Cis-acting sequences render certain alternative splicing events particularly sensitive to SF3a inhibition

While SF3a1 inhibition affected numerous alternative pre-mRNA splicing events (Fig. 2), the vast majority of potential mRNA splicing events in macrophages were not significantly affected even though SF3a1 levels are at only 20% of their wild type levels in these studies. 

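Of the tested retained intron bins, SF3a1 siRNA changed the usage of 4.46% without LPS and 2.92% with LPS. Of the tested cassette exon bins it changed 1.64% and 1.11%. Bins that lie inside no annotated intron of their gene were changed least often, 93 of 99949 (0.093%) without LPS and 122 of 99949 (0.122%) with LPS. Bins inside an annotated intron that belong to neither class, such as alternative first and last exons and alternate splice sites, were changed in 338 of 11947 cases (2.83%) without LPS and 236 (1.98%) with LPS. These shares count what could be detected. On counts simulated from these libraries, with 200 genes given a bin changed 2-fold or 4-fold, diffSpliceDGE recovered 61% of the 4-fold and 9% of the 2-fold changes for SF3a1 siRNA without LPS and 36% and 0% with LPS. A share of unchanged bins therefore includes bins with changes too small for this depth.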

What renders some splice site choices so sensitive to SF3a inhibition? To answer this question, we investigated intron sequences known to regulate mRNA splicing. Intron sequences that govern splicing include the GT at the 5’ splice site, the AG at the 3’ splice site, the polypyrimidine tract that is located just upstream of the 3’ splice site, and the branch site located still further upstream [55]. Assembly of splicing regulators at the 3’ splice site involves binding of the SF1 protein to the branch site [56–58] and the U2AF1/2 complex to the polypyrimidine tract and 3’ splice site [59–62]. This facilitates the recruitment of the U2 small nuclear ribonucleoprotein (snRNP), which binds to the branch site. Activation of the U2 snRNP additionally requires two accessory protein complexes, SF3a and SF3b [31–33,63–65].

We used MISO to identify introns that were retained when SF3a1 was inhibited (SF3a-“dependent” introns) and introns that were spliced out normally when SF3a1 was inhibited (SF3a-“independent” or at least “less dependent” introns) and subsequently compared their sequences. Similarly, we compared introns upstream of exons that were skipped when SF3a1 was inhibited to downstream introns and to introns flanking exons that were not skipped, despite being annotated as potential candidates. We did not observe any significant differences in the nucleotides immediately surrounding the 5’ or the 3’ splice site when SF3a1 inhibition induced intron retention or exons skipping. However, we did observe differences in the polypyrimidine tracts of introns that were retained following SF3a inhibition (Fig. 3A–D). These introns (undergoing SF3a-dependent splicing) had a less U-rich and more C-rich polypyrimidine tract compared to introns that were not retained (SF3a-independent splicing) (Fig. 3A–D, raw data in S20 Table). In contrast, the polypyrimidine tracts in introns upstream of skipped exons were not significantly different from those in introns downstream of skipped exons. Moreover, these polypyrimidine tracts that flanked skipped exons were not significantly different from those that flanked non-skipped exons.

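The introns more retained with SF3a1 siRNA and LPS were taken from the paper's S1 Table, which holds 158 distinct introns, 150 of them more retained in every replicate. Their sequences were read from annotated transcripts of mm10 that keep the intron, which gave a tract for 139 of them. At positions -17 to -5 from the 3' splice site, the mean fraction of U was 0.36 ± 0.154 and of C 0.411 ± 0.167 (SD over 139 introns). In 412 other introns of the same genes that annotated transcripts also keep, the fractions were 0.384 ± 0.151 for U and 0.38 ± 0.164 for C. The difference between these sets was small against the spread between introns (permutation test, two-sided p = 0.1 for U and 0.0636 for C). Against 10425 such introns of other expressed genes, with fractions of 0.443 ± 0.163 for U and 0.318 ± 0.164 for C, it was larger (permutation test, p = 1e-05 for both, the smallest that 100000 permutations can give). Compared within each of 107 genes, a test chosen after seeing these values, the fraction of U fell by 0.0473 from the other introns of a gene to its retained introns and that of C rose by 0.0402 (permutation within genes, p = 0.0012 for U and 0.0233 for C). Only introns that some annotated transcript keeps enter these sets, so they are not the paper's set of unaffected introns. In the exon bin counts, 87 of the 150 introns hold a tested bin. Relative to the rest of their genes, their median log2 fold change with SF3a1 siRNA was 1.29 without LPS and 1.48 with LPS, and 83 of 87 rose in each. These introns were picked by MISO from reads of the same libraries with LPS, so their rise with LPS is not separate evidence. The libraries without LPS had no part in that choice. The paper's fractions with LPS (S20 Table) are 0.357 for U and 0.408 for C in retained introns and 0.433 and 0.321 in the others. From this difference the paper concludes that introns that depend on SF3a have a distinct polypyrimidine tract.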

**Figure 3:**
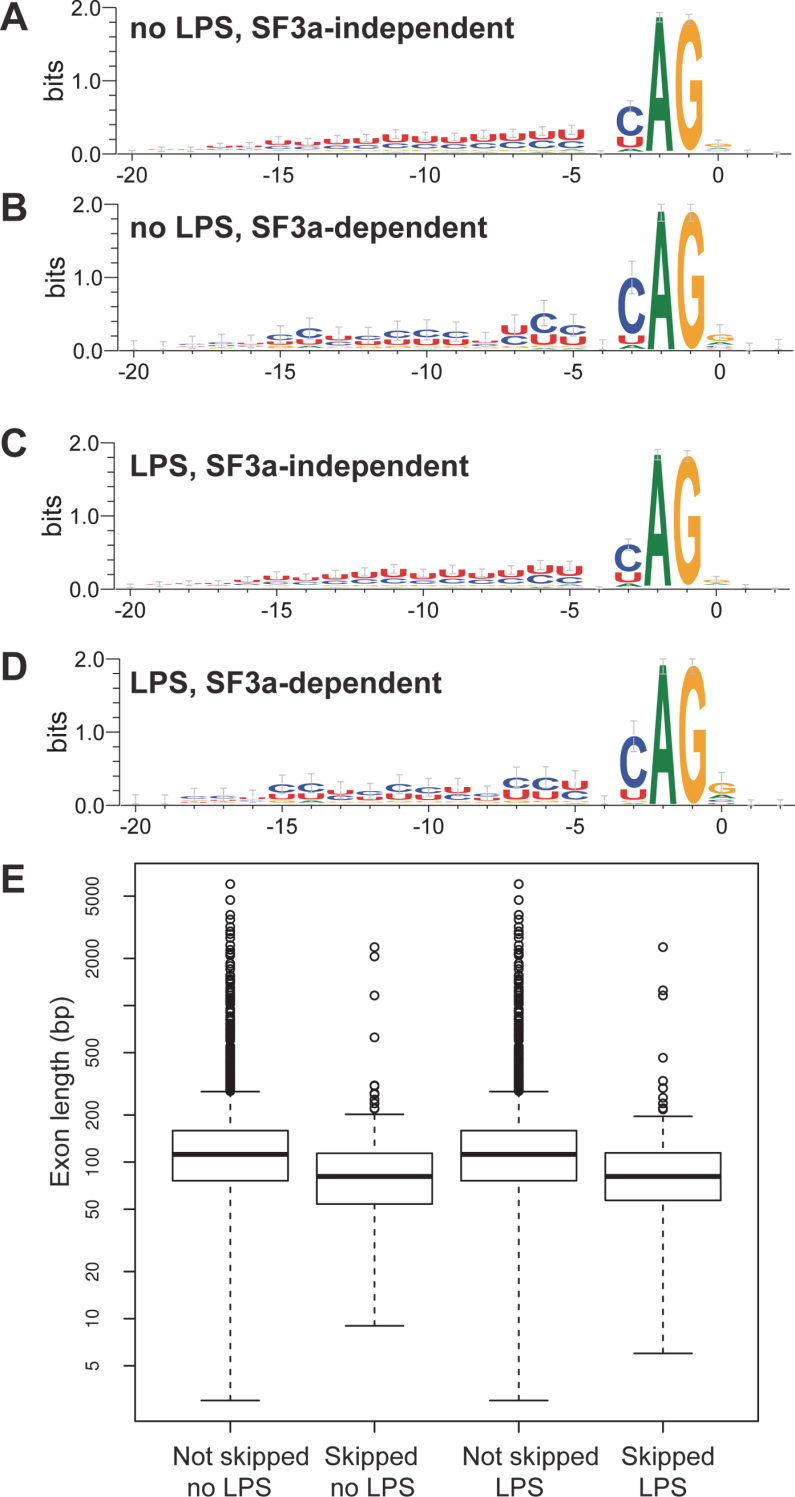
Identification of intron and exon features that correlate with alternative splicing events regulated by SF3a1. (A-D) Sequence logo plots of the polypyrimidine tracts and 3’ splice site of introns that are retained when SF3a1 is inhibited (SF3a-dependent) or introns that are spliced out correctly when SF3a1 is inhibited (SF3a-independent, or at least less dependent) in the RAW264.7 cell line. (E) The length of exons that are skipped when SF3a1 is inhibited compared to those exons that are not skipped. The boxplots were generated using default conventions in R 3.0.1. The boxes show the interquartile range, the whiskers the most extreme data point that is no more than 1.5 times the interquartile range from the box. Exon lengths are depicted on a log scale. “Skipped” refers to exons with increased rate of skipping when SF3a1 is inhibited, whereas “not skipped” refers to exons that have the same rate of skipping, regardless of SF3a1 levels.

We also examined the length of introns and exons at alternatively spliced sites when SF3a1 was inhibited and found that skipped exons were shorter than non-skipped exons (Fig. 3E, mean length 114 skipped vs 150 non-skipped, p = 4×10^−15^, Mann-Whitney U-test). Moreover, as noted previously [66–68], we observed that exons were more likely than expected by chance (>33%) to be of a length that is a multiple of three base pairs, and skipped exons tended to be even more enriched for such “in-frame” exons (no LPS: 44.5% not skipped vs 56.3% skipped, p = 0.0020; with LPS: 45.0% not skipped vs 55.3% skipped, p = .0086, both Pearson’s χ^2^-test). Thus, skipped exons in genes frequently do not alter the reading frame of their encoded proteins, making it more likely that they will not completely abolish protein function.

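The paper's S2 Table lists 294 distinct exons whose skipping changed with SF3a1 siRNA and LPS, and 251 of them were skipped more in every replicate. From their coordinates, these 251 exons had a mean length of 108.3 nt and a median of 81.0 nt, from 6 to 2361 nt. The 43 exons that were skipped less had a mean of 336.0 nt and a median of 135.0 nt. In the exon bin counts, 187 of the 251 exons hold a tested bin, and their median log2 fold change with SF3a1 siRNA relative to the rest of the gene was -0.68 without LPS and -0.91 with LPS, with 176 lower and 11 higher in each. MISO picked these exons from reads of the same libraries with LPS, so their fall with LPS is not separate evidence. The libraries without LPS had no part in that choice. A comparison of cassette exon bins called from the counts themselves was chosen after seeing the data. The 42 cassette exon bins called lower without LPS had a median length of 70.0 nt, against 109.0 nt for the 4256 not called (permutation test of length ranks, two-sided p = 1e-05, the smallest that 100000 permutations can give). Their mean lengths, 129.0 and 132.7 nt, were close, so the difference shows in the medians and ranks and not in the means. With LPS, 32 such bins had a median of 73.5 nt, against 109.0 nt for 4279 not called (permutation test of length ranks, p = 0.00017), and means of 151.8 and 132.6 nt.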

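Of the 251 exons in the S2 Table that were skipped more with SF3a1 siRNA and LPS, 140 had a length that is a multiple of 3 (55.8%, 95% exact binomial interval 49.4 to 62.0%). The share that chance gives is 33.3% (exact binomial test, two-sided p = 4.61e-13). Among the 241 exons whose mean inclusion (PSI) fell by at least 0.1, the share was 56.4% (exact binomial test, p = 2.45e-13). The 43 exons skipped less had a share of 60.5%, with an interval from 44.4 to 75.0% that overlaps the other. Exons that were not skipped are not listed in that table, so cassette exon bins not called in the counts served as a comparison. Without LPS, 59.5% of 42 cassette exon bins called lower were in frame (95% exact binomial interval 43.3 to 74.4%), against 41.3% of 4256 not called (permutation test, two-sided p = 0.0184). With LPS the shares were 56.2% of 32 (interval 37.7 to 73.6%) and 41.3% of 4279 (permutation test, p = 0.104).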

### SF3a1 inhibition perturbs innate immune signaling pathways

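Among cells exposed to LPS, Il6 (chromosome 5 of mm10) was at 1.59 ± 0.500 CPM with SF3a1 siRNA (SD, n = 3), which is 7.6% of its level with control siRNA. Its log2 fold change was -3.73 (standard error 0.422, adjusted p = 0.000321 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccl5 (ENSMUSG00000035042, chromosome 11 from 83525778 to 83530518) was at 1232 ± 408 CPM with control siRNA and 222 ± 20.2 CPM with SF3a1 siRNA (SD, n = 3 each), a log2 fold change of -2.47 (standard error 0.310, adjusted p = 0.000124 from the same edgeR test). Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) encodes IP10. It was at 1903 ± 636 CPM with control siRNA and 158 ± 88.2 CPM with SF3a1 siRNA (SD, n = 3 each), a log2 fold change of -3.60 (standard error 0.507, adjusted p = 0.000254 from the same edgeR test). For all 3 genes, every library with SF3a1 siRNA lay below every library with control siRNA, and leaving out single libraries moved the log2 fold changes only to between -4.03 and -3.49 for Il6, -2.61 and -2.17 for Ccl5 and -3.91 and -3.19 for Cxcl10. Il1b and Il1a were also lower with SF3a1 siRNA, with log2 fold changes of -1.66 (standard error 0.332) and -1.73 (standard error 0.352) and adjusted p values of 0.00237 and 0.00275 from the same edgeR test. Tnf was not called (log2 fold change -0.68, standard error 0.409, adjusted p = 0.239 from the same edgeR test). Without control siRNA with LPS replicate 1 it was called, at -1.02 (adjusted p = 0.0467), and likewise without SF3a1 siRNA with LPS replicate 2, at -1.13 (adjusted p = 0.0684), and the fit of all genes with counts, without a filter, called it too. Il10 was not called either (log2 fold change -0.51, adjusted p = 0.597 from the same edgeR test). In total, SF3a1 siRNA with LPS changed 5818 genes, 2755 higher and 3063 lower. That majority turned without single libraries, to 3020 higher and 2902 lower without control siRNA without LPS replicate 1, for example, so no majority direction is drawn.

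**Figure D1:**
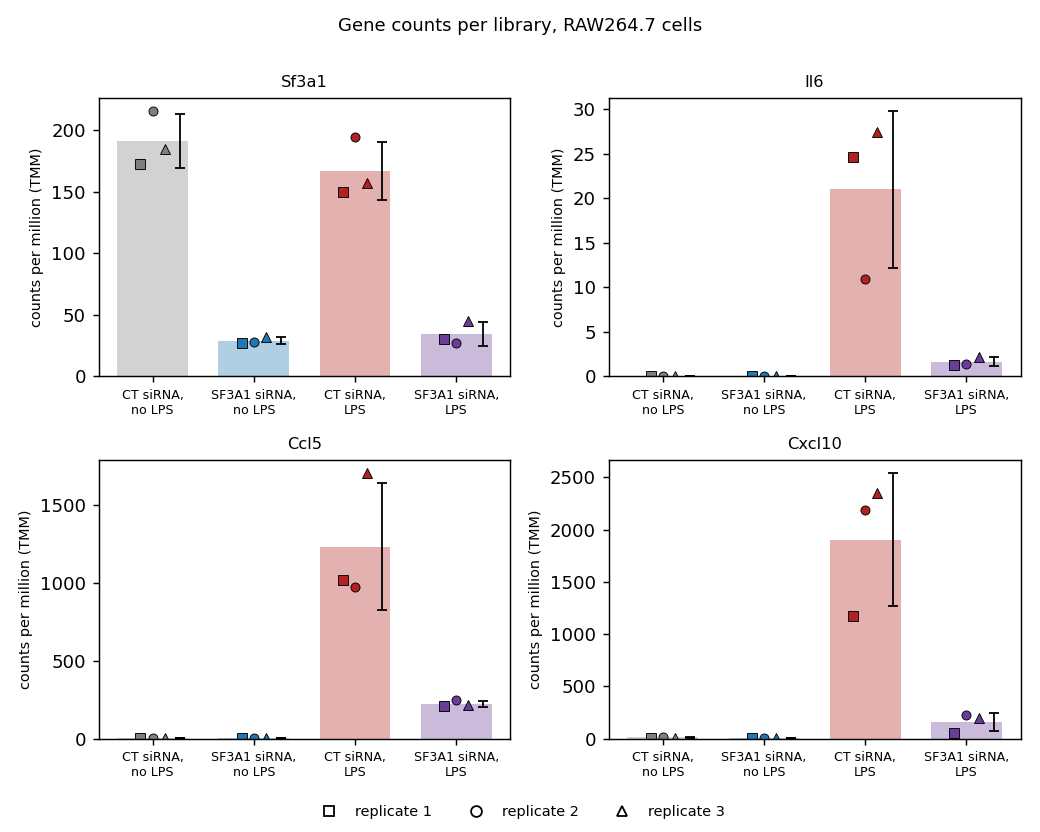
CPM of Sf3a1, Il6, Ccl5 and Cxcl10 in the 4 groups, with 1 point per library, a bar at the mean of the 3 libraries of a group and a line of 1 SD to either side.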

As observed previously [26,27], inhibition of SF3a1 in the presence of LPS diminished production of numerous cytokines and chemokines (S8 Table), including but not limited to IL-6, CCL5 and IP10. We previously speculated that inflammatory processes in macrophages were more sensitive to perturbation of the spliceosome than are other pathways, because inhibition of splicing factors weakened innate immunity without significantly affecting macrophage viability or phagocytosis [26]. Consistent with this speculation, while many genes and pathways are affected by SF3a1 inhibition in macrophages, we find that innate immune signaling pathways are among the most significantly altered pathways at the level of mRNA splicing (DEXSeq analysis) when SF3a1 is inhibited, either in the absence or presence of LPS (Table 2). 

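The KEGG gene sets were not used here, so a list of 88 TLR pathway genes written from general knowledge before the counts were seen stands in for them. The measure differs too: the paper used GATHER in network mode or DAVID, while called genes of the list are counted here. The pathway test of the paper was therefore not repeated. Of the 88 listed genes, 75 had tested exon bins, and 23 of the 88 are also genes that the paper names. Without LPS, exon usage was called changed by SF3a1 siRNA in 11 of the 75 (14.7%), against 6.16% of all 10609 tested genes (Fisher's exact test, odds ratio 2.65, two-sided p = 0.00589). The 11 include Tmed7 joined with Ticam2, where a lower count of Ticam2 can give the same result. Genes with more bins and more counts are called more often. Among 10000 random lists matched on both, a median of 7 genes was called (95% of lists between 2 and 12), and the 11 of the TLR list were not beyond that range (permutation of list membership, two-sided p = 0.124). With LPS, 7 of 75 were called (9.33%, against 5.03% of all tested genes, Fisher's exact test, p = 0.103), where matched lists gave a median of 5 (95% between 1 and 9, permutation of list membership, p = 0.424). Adjusted over the list alone, 11 genes were called without LPS and 8 with LPS. With the DEXSeq model fitted by DESeq2, 13 of 68 genes were called without LPS (permutation of list membership among matched genes, p = 0.102) and 9 of 75 with LPS (p = 0.986).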

Examination of TLR signaling pathways identified several genes whose expression or splicing was altered by SF3a1 inhibition in the absence and/or presence of LPS (Fig. 4). 

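The TLR genes with changed exon usage after SF3a1 siRNA without LPS were Tlr4, Ikbkb, Pik3r5, Tmed7 joined with Ticam2, Irak1, Map2k2, Map2k3, Akt1, Pik3cb, Irf3 and Nfkb1. With LPS they were Tlr4, Pik3r5, Ikbkb, Irak1, Map2k2, Ikbke and Akt1. In all of these except the joined Tmed7 and Ticam2, every called bin was used more. Bins 1, 2 and 5 of the joined unit, the called ones, lie within Ticam2 (chromosome 18 from 46557291 to 46574533). Ticam2 itself fell from 17.9 ± 0.547 to 6.93 ± 0.590 CPM without LPS and from 12.0 ± 2.08 to 9.62 ± 1.37 CPM with LPS (SD, n = 3 each), so these bins can show a lower count of Ticam2 against Tmed7, and a shift in exon usage is not shown for this unit. The joined unit had 3 bins used less without LPS, of which bin 1 fell by 1.74 on the log2 scale (adjusted p = 0.000246, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). Its bins 2 and 5 fell by 1.18 and 1.65 (adjusted p = 0.0735 and 0.00838 from the same edgeR test). Bin 2 was lost without control siRNA without LPS replicate 1, 2 or 3 (adjusted p = 0.135, 0.218 and 0.356), SF3a1 siRNA without LPS replicate 1, 2 or 3 (0.279, 0.175 and 0.621) or SF3a1 siRNA with LPS replicate 3 (0.101). Bin 5 was lost without control siRNA without LPS replicate 1 (adjusted p = 0.212) or SF3a1 siRNA without LPS replicate 2 or 3 (0.294 and 0.116). Irf3 bin 15 rose by 1.49 without LPS (adjusted p = 0.0639 from the same edgeR test), and was lost without control siRNA without LPS replicate 2 or 3 (0.867 and 0.337) or SF3a1 siRNA without LPS replicate 1, 2 or 3 (0.162, 0.305 and 0.178). Map2k2 bin 9 (chromosome 10 of mm10 from 81118977 to 81119108) rose by 2.61 without LPS and by 2.82 with LPS, with adjusted p values of 0.00276 and 0.0236 from the same edgeR test. In the comparison without LPS it was lost without control siRNA without LPS replicate 3 (adjusted p = 0.151) or SF3a1 siRNA without LPS replicate 1 (adjusted p = 0.113). With LPS it was lost without control siRNA with LPS replicate 1 (adjusted p = 0.821) or replicate 2 (adjusted p = 0.195) or SF3a1 siRNA with LPS replicate 2 (adjusted p = 0.142). Map2k3 bin 16 (chromosome 11 from 60950662 to 60951157) rose by 1.86 without LPS (adjusted p = 0.0249 from the same edgeR test). That call was lost without control siRNA without LPS replicate 1, 2 or 3 (adjusted p = 0.127, 0.101 and 0.252) or SF3a1 siRNA without LPS replicate 3 (adjusted p = 0.274), and limma-voom did not make it (adjusted p = 0.341). With LPS the bin was just above the threshold (adjusted p = 0.101), and was called by the DEXSeq model (adjusted p = 0.00694), with DESeq2's size factors, and without control siRNA without LPS replicate 1 (adjusted p = 0.051), SF3a1 siRNA without LPS replicate 1 (adjusted p = 0.086) or SF3a1 siRNA with LPS replicate 1 (adjusted p = 0.0361). Ikbke bin 22 (chromosome 1 from 131270251 to 131270544) rose by 2.58 with LPS (adjusted p = 0.0337 from the same edgeR test). That call was lost without control siRNA with LPS replicate 1 or 2 (adjusted p = 0.858 and 0.322) or SF3a1 siRNA with LPS replicate 2 or 3 (adjusted p = 0.244 and 0.302).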

We decided to investigate the effects of three of these genes in detail that function in the MyD88-NFκB arm of the LPS response pathway (Fig. 4). These three genes were the LPS receptor TLR4 and the downstream signaling kinases IRAK1 and IKKβ (alias IKBKB). 

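Irak1 (ENSMUSG00000031392, chromosome X of mm10 from 74013914 to 74023918) is joined in the exon counts with the microRNA genes Mir718 and Mir5132, which overlap it, and 50 of its 61 bins were tested. SF3a1 siRNA changed 2 of them, bins 50 and 51, in each of the 2 comparisons, and both were used more. Ikbkb (ENSMUSG00000031537, chromosome 8 from 22659212 to 22706589) had 40 of 52 bins tested, of which bins 7, 16 and 34 were called without LPS and bin 16 with LPS, all used more. Bin 34, in intron 5, had 0 of 13021 counts of the gene with control siRNA without LPS and 33 of 5236 with SF3a1 siRNA. Bin 7, in intron 21, rose from 0.484 ± 0.25% to 1.59 ± 0.375% of the counts of the gene without LPS (SD, n = 3 each, adjusted p = 0.0780, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). Its call was lost without any 1 of the libraries without LPS, with adjusted p values of 0.807, 0.284 and 0.102 without control siRNA replicates 1, 2 and 3 and 0.444, 0.114 and 0.286 without SF3a1 siRNA replicates 1, 2 and 3, and also without SF3a1 siRNA with LPS replicate 3 (0.112). With LPS, bin 7 was called by the DEXSeq model (adjusted p = 0.0265), by limma-voom and with the replicate number as a block, but not by diffSpliceDGE (adjusted p = 0.158). Tlr4 (ENSMUSG00000039005, chromosome 4 from 66827584 to 66930284) had 7 of 10 bins tested, of which bins 9 and 10 were called without LPS and bin 10 with LPS, again used more. With replicates 1 and 2 of every group only, Irak1 bins 50 and 51, Ikbkb bins 7 and 16 and Tlr4 bin 9 lost their calls without LPS (adjusted p = 0.465, 0.239, 0.548, 0.322 and 0.209). By the DEXSeq model, 6 bins of Irak1, 2 of Ikbkb and 1 of Tlr4 were called without LPS, and 4, 3 and 3 with LPS.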

TLR4, IRAK1, and IKKβ were identified by the DEXSeq analyses as alternatively spliced in both the absence and presence of LPS (S10–S11 Tables). IKKβ was additionally identified by one of the Cuffdiff analyses (S15 Table). All three of these genes are positive effectors of the innate immune response.

**Figure 4:**
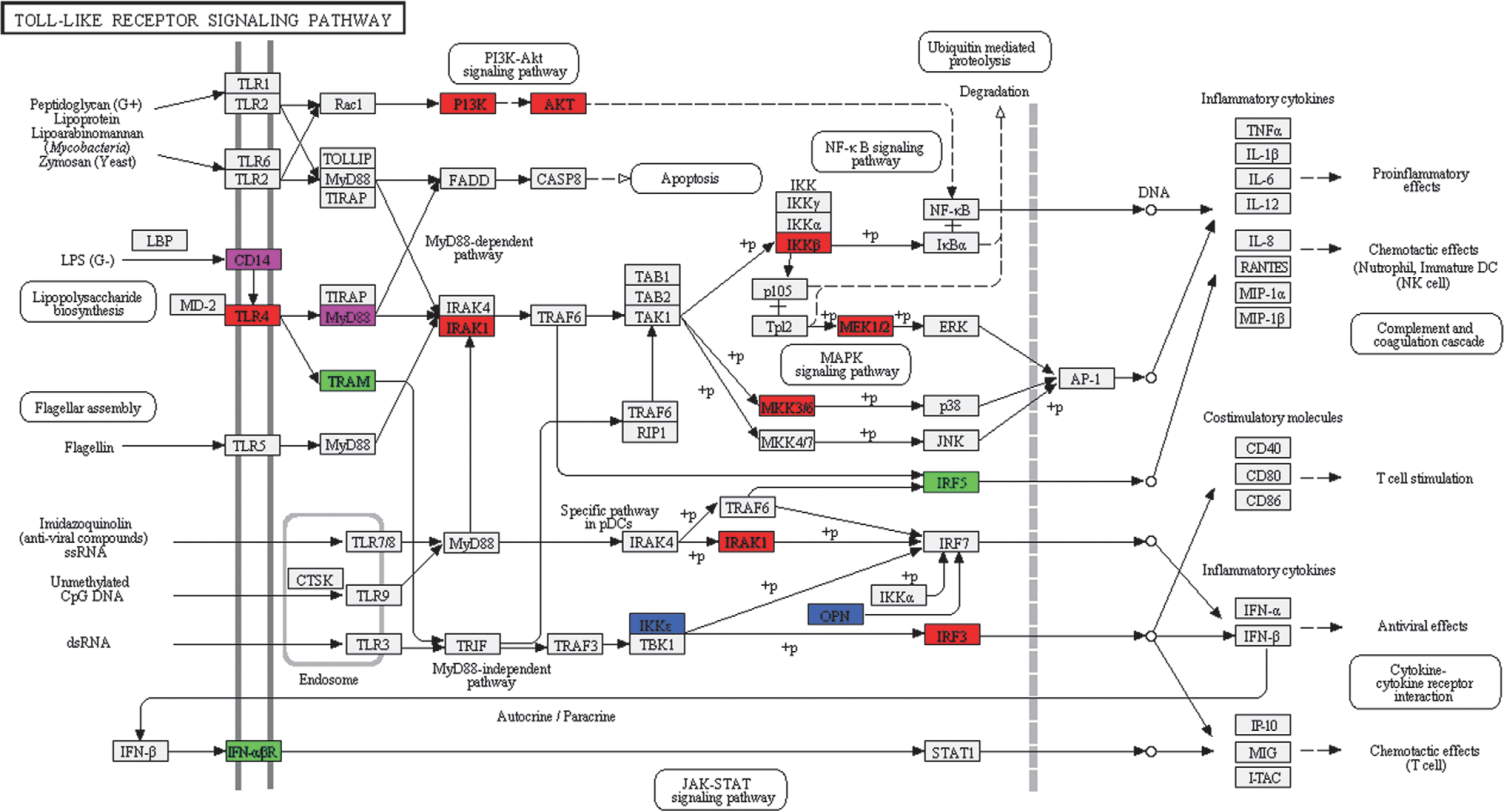
SF3a1 inhibition affects pre-mRNA splicing of many genes in the TLR signaling pathway. The schematic depicts the Toll-like receptor signaling pathway (KEGG map04620) [143,144] with genes whose splicing is altered (DEXSeq analysis) when SF3a1 is inhibited color coded as follows: red (altered in the absence or presence of LPS), green (only in the absence of LPS), blue (only in the presence of LPS). Additionally, altered splicing of two genes in purple was identified in our other analyses. Generated using DAVID [53,54].

**Table 2:** Pathways affected by SF3a1 inhibition.

**No LPS**			
**#**	**Annotation** *	**Genes in pathway**	**P-value**
1	path:mmu04510: Focal adhesion	77	0.0039
2	path:mmu04210: Apoptosis	41	0.0062
3	path:mmu04010: MAPK signaling pathway	77	0.0069
4	path:mmu04910: Insulin signaling pathway	52	0.0077
5	path:mmu04620: Toll-like receptor signaling pathway	35	0.0228
6	path:mmu05010: Alzheimer’s disease	12	0.0460
**20 ng/ml LPS**			
1	path:mmu04010: MAPK signaling pathway	85	0.0036
2	path:mmu04210: Apoptosis	45	0.0036
3	path:mmu04510: Focal adhesion	78	0.0052
4	path:mmu04910: Insulin signaling pathway	50	0.0141
5	path:mmu04060: Cytokine-cytokine receptor interaction	73	0.0211
6	path:mmu04620: Toll-like receptor signaling pathway	35	0.0290

*Innate immune signaling pathways underlined.

Additionally, we chose to investigate two other genes that affect upstream components of the TLR4 signaling pathway that were not identified by DEXSeq but were identified in the other analyses. RAB7b controls the trafficking and subsequent destruction of TLR4 [69] and thus is a negative regulator of TLR signaling. CD14 functions to bring LPS to the TLR4 receptor and is a positive effector of TLR signaling [70]. 

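Rab7b (ENSMUSG00000052688) lies on the forward strand of chromosome 1 of mm10 from 131688695 to 131715439. Without LPS it was at 98.2 ± 5.24 CPM with control siRNA and 185 ± 19.5 CPM with SF3a1 siRNA (SD, n = 3 each). That is 188.6% of the control level, a log2 fold change of 0.92 (standard error 0.274, adjusted p = 0.0260 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In cells exposed to LPS it was at 104 ± 43.9 CPM with control siRNA and 218 ± 70.5 CPM with SF3a1 siRNA (SD, n = 3 each), which is 209.9% of the control level and a log2 fold change of 1.07 (standard error 0.275, adjusted p = 0.0107 from the same edgeR test). Of its 15 exon bins 12 were tested and 0 were called in either comparison, with all adjusted p values at 1 by diffSpliceDGE and none under 0.534 by the DEXSeq model fitted with DESeq2.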

Expression of RAB7b (alias 5430435G22Rik) was flagged as significantly increased in several analyses including DESeq (S7–S8 Tables) and Cuffdiff (S12 Table). CD14 was identified in Cuffdiff analyses that used mouse genome mm9 but was not identified as a significantly changed gene in these analyses using mouse genome mm10, possibly due to differences in CD14 gene annotation in the two databases.

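Cd14 (ENSMUSG00000051439, chromosome 18 of mm10 from 36725067 to 36726798) was at 543 ± 107 CPM with control siRNA and 762 ± 181 CPM with SF3a1 siRNA without LPS (SD, n = 3 each), a log2 fold change of 0.49 (standard error 0.243, adjusted p = 0.164 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With LPS it was at 2768 ± 808 and 1977 ± 383 CPM (SD, n = 3 each), a log2 fold change of -0.48 (standard error 0.243, adjusted p = 0.154 from the same edgeR test). The rise without LPS was called with the replicate number as a block, with a term for replicate 1 and with only the 2 groups compared. The fall with LPS was called with the block, with the term for replicate 1, without the filter on low counts, and without control siRNA with LPS replicate 3 (log2 fold change -0.64, adjusted p = 0.0894).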

### Intron retention in positively acting TLR4 pathway signaling genes when SF3a1 is inhibited

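Intron 1 of Irak1 has 76 nt and lies on the reverse strand of chromosome X of mm10 from 74023534 to 74023609, between exon 1 (74023610 to 74023913) and exon 2 (74023366 to 74023533). It starts with GTGGGTGACG and ends with TGATGTTCCCCATCCCGCAG, and its polypyrimidine tract TGTTCCCCATCCC holds 30.8% U and 53.8% C. Exon bins 50 (65 nt) and 51 (11 nt) cover it. Bin 50 held 0.126 ± 0.0679% of the counts of the gene with control siRNA and 0.742 ± 0.204% with SF3a1 siRNA without LPS (SD, n = 3 each), a log2 fold change of 2.51 relative to the rest of the gene (adjusted p = 0.0028, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). With LPS it held 0.113 ± 0.0216% (SD, n = 2) and 1.00 ± 0.242% (SD, n = 3), a log2 fold change of 3.09 (adjusted p = 0.0039 from the same edgeR test). Bin 51 rose by 3.30 without LPS (adjusted p = 0.00144 from the same edgeR test), a value that becomes 5.36 without control siRNA without LPS replicate 1, and by 4.10 with LPS (adjusted p = 0.00304). These bins rest on 17 and 5 counts with control siRNA and LPS. With LPS, the call of bin 50 was lost without control siRNA with LPS replicate 1 (adjusted p = 0.508) or replicate 2 (adjusted p = 0.142), and that of bin 51 without replicate 1 (adjusted p = 0.910), where 1 control library is left and is assumed to vary like the other groups. Intron 15 of Ikbkb has 1350 nt, on chromosome 8 from 22667334 to 22668683, between exon 15 (22668684 to 22668745) and exon 16 (22667224 to 22667333). Bin 16 covers its first 673 nt, from 22668011 to 22668683. Without LPS bin 16 held 0.355 ± 0.250% of the counts of the gene with control siRNA and 2.05 ± 0.0785% with SF3a1 siRNA (SD, n = 3 each), a log2 fold change of 2.39 (adjusted p = 0.000638 from the same edgeR test). With LPS it held 0.197 ± 0.0223% (SD, n = 2) and 2.37 ± 0.500% (SD, n = 3), a log2 fold change of 3.58 (adjusted p = 3.45e-05 from the same edgeR test). This bin was called with each of the 11 libraries left out in turn. Intron 1 of Cd14 has 91 nt (chromosome 18 from 36726398 to 36726488) and starts with GTGAGTCAGA and ends with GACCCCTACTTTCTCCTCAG. No exon bin covers it, so its retention was not measured by these counts. The 2 exons of Cd14 kept their shares of its counts, with 87.3 ± 0.632% and 88.5 ± 0.341% in exon 2 with control and SF3a1 siRNA without LPS (SD, n = 3 each).

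**Figure D2:**
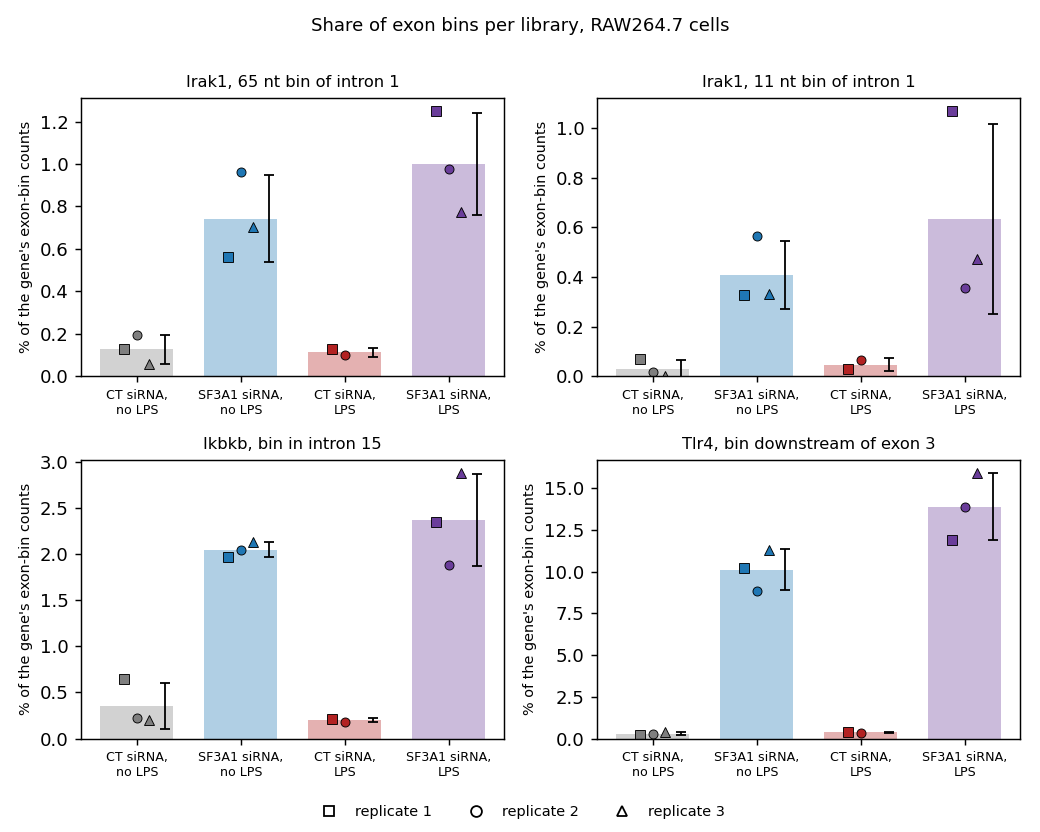
Percent of the bin counts of the gene that fall in Irak1 bins 50 and 51 (intron 1), Ikbkb bin 16 (intron 15) and Tlr4 bin 10, with 1 point per library, a bar at the mean of each group and a line of 1 SD to either side. Control siRNA with LPS has 2 libraries and the other groups have 3.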

The RNAseq analysis indicated that three of these five genes had intron retention events when SF3a was inhibited: IRAK1 intron 1 (Fig. 5A), IKKβ intron 15 (Fig. 5B), and CD14 intron 1. While DEXSeq identifies alterations in exon expression in RNAseq data, in all these cases, DEXSeq also identified intron retention events due to reported non-canonical isoforms in Ensembl. 

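In the rebuilt annotation of mm10, both parts of Irak1 intron 1 belong to transcripts that keep the intron, as do the bins that cover Irak1 introns 2 to 5. The part of Ikbkb intron 15 that is counted belongs to an annotated transcript whose last exon runs on from exon 15 into the intron and ends there, and the remaining bases of the intron are in no bin. In all, 14 introns of the main Irak1 transcript (15 exons) and 21 introns of the main Ikbkb transcript (22 exons) were looked up. Introns of Irak1 from 6 onward are in no bin, so a read within them would not be counted. The only intron of Cd14 is in no bin of the annotation used here either. The paper states that these events were seen because Ensembl holds transcripts with them.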

To validate these RNAseq data, we monitored expression of the various gene isoforms using qPCR with isoform-specific primers. Moreover, we performed these qPCR studies on a second set of RNA samples from independent SF3a1 RNAi treatments and LPS exposures. In all three cases, we found that inhibition of SF3a1 in the presence of LPS led to increased retention of the expected intron and a concomitant decrease in the expression of the isoform that crossed that particular exon-exon junction (Fig. 5C–H). We also confirmed that the canonical IKKβ isoform was decreased following SF3a inhibition by using a second set of qPCR primers that lie further downstream in the gene (Fig. 5I). Thus, intron retention in these three genes diminishes production of the wild type, positively acting isoform. This is consistent with the effects of SF3a inhibition, which weakens innate immunity [26,27].

**Figure 5:**
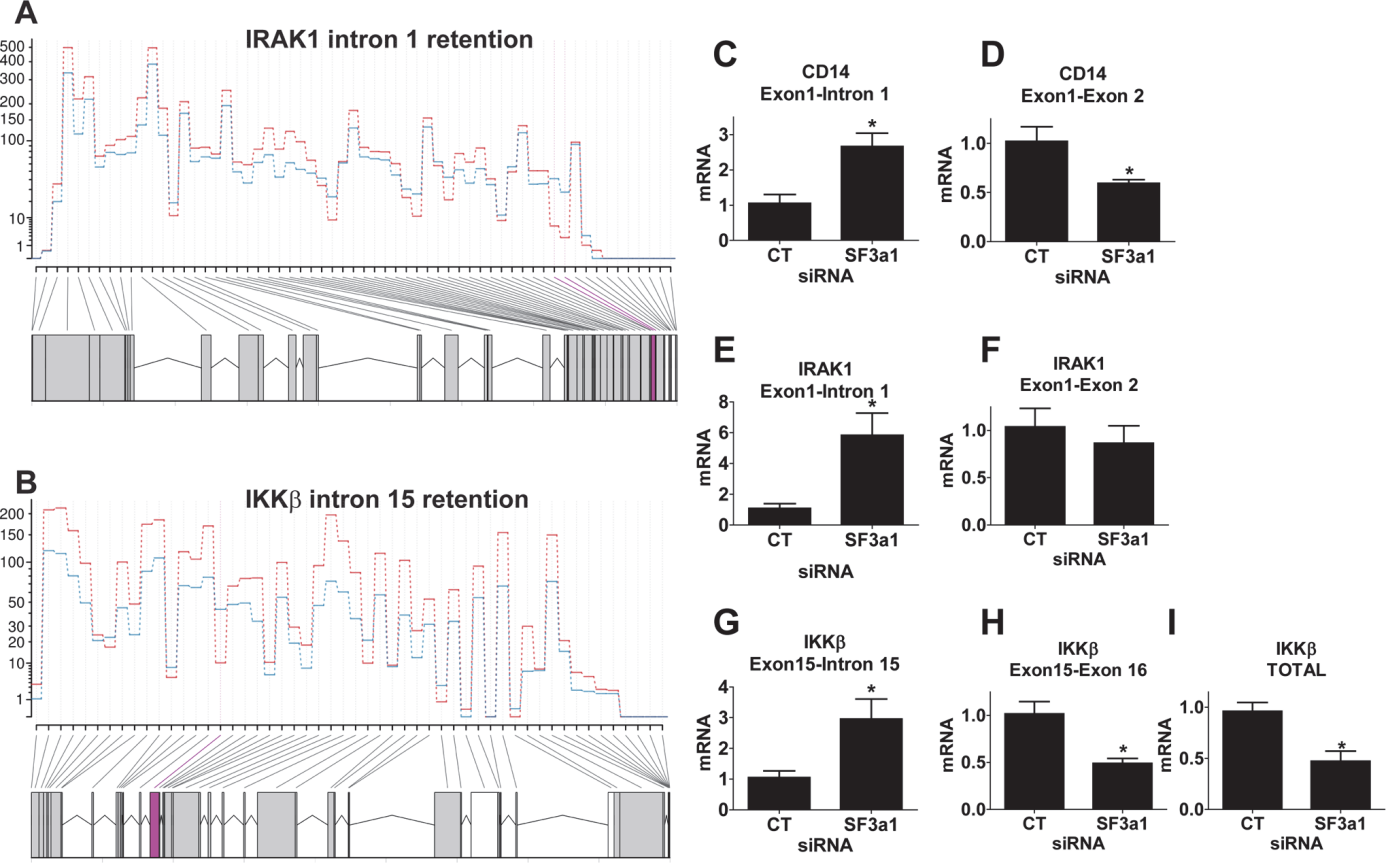
SF3a1 inhibition leads to intron retention in several TLR signaling pathway genes. (A,B) These panels depict sequence reads (average of 3 replicates, each; generated by DEXSeq) across IRAK1 or IKKβ (5’ end of gene on right, control siRNA in red, SF3a1 siRNA in blue). The retained introns (intron 1 in IRAK1 or intron 15 in IKKβ) are shaded in purple. (C-I) These panels display the results of qPCR assays on RAW264.7 cells used to monitor production of the indicated mRNA isoforms (expression normalized so that 1 is the expression in the presence of control siRNA). CT indicates control siRNA in this an all other figures. LPS exposures were performed for six hours in the presence of 20 ng/ml LPS. Asterisks indicate results that were statistically different than control in this and all other figures.

To confirm that these mRNA splicing changes were reflected at the protein level, we monitored the level of IRAK1 and IKKβ by western blot following SF3a1 siRNA treatment. Retention of intron 1 in IRAK1 is predicted to truncate the 750 amino acid protein after only 47 amino acids. Retention of intron 15 in IKKβ is predicted to truncate the 757 amino acid full length protein and generate a 555 amino acid protein containing the first 526 amino acids of IKKβ and 29 novel intron-encoded amino acids. Using antisera that recognize IRAK1 and IKKβ, we observed decreased levels of IRAK1 and IKKβ when SF3a1 was inhibited by RNAi (S1 Fig.) [note that IRAK1 levels were monitored in the absence of LPS as LPS exposure alters electrophoretic mobility and stability of IRAK1 [15,71–74]]. In contrast, SF3a1 inhibition did not affect production of βactin (S1 Fig.). We were not able to detect the predicted 555 amino acid truncated IKKβ, even on much longer exposures of the western blot. This may be because the relative levels of the proteins differ (which we cannot determine from the current qPCR data) or because the truncated protein is unstable.

To test how general these effects were, we also monitored these intron retention events when SF3a1 was inhibited in a second mouse macrophage cell line, J774A.1. Inhibition of SF3a1 in J774A.1 cells also diminishes the innate immune response to LPS [27]. As observed previously [26], qPCR analysis indicated that expression of the negatively acting MyD88_S_ isoform was increased when SF3a1 was inhibited in RAW264.7 cells (Fig. 6A,B), and we find that MyD88_S_ is likewise increased following SF3a1 inhibition in J774A.1 cells (S2A–S2B Fig.). We found that some but not all of the effects of SF3a1 knockdown on intron retention events were recapitulated in J774A.1 cells. CD14 intron 1 was retained in J774A.1 cells following SF3a1 inhibition (S2C–S2D Fig.). We also observed a decrease in IRAK1 levels in J774A.1 cells following SF3a1 inhibition (S2E Fig.) but did not observe a concomitant increase in IRAK1 intron 1 retention (S2F Fig.). We did not detect intron 15 retention in IKKβ in J774A.1 cells when SF3a1 was inhibited with siRNA (S2G–S2H Fig.). Thus, some but not all of the altered splicing events detected in RAW264.7 cells were recapitulated in a second macrophage cell line J774A.1. The differences could reflect a difference in SF3a1 knockdown in the two cell lines.

**Figure 6:**
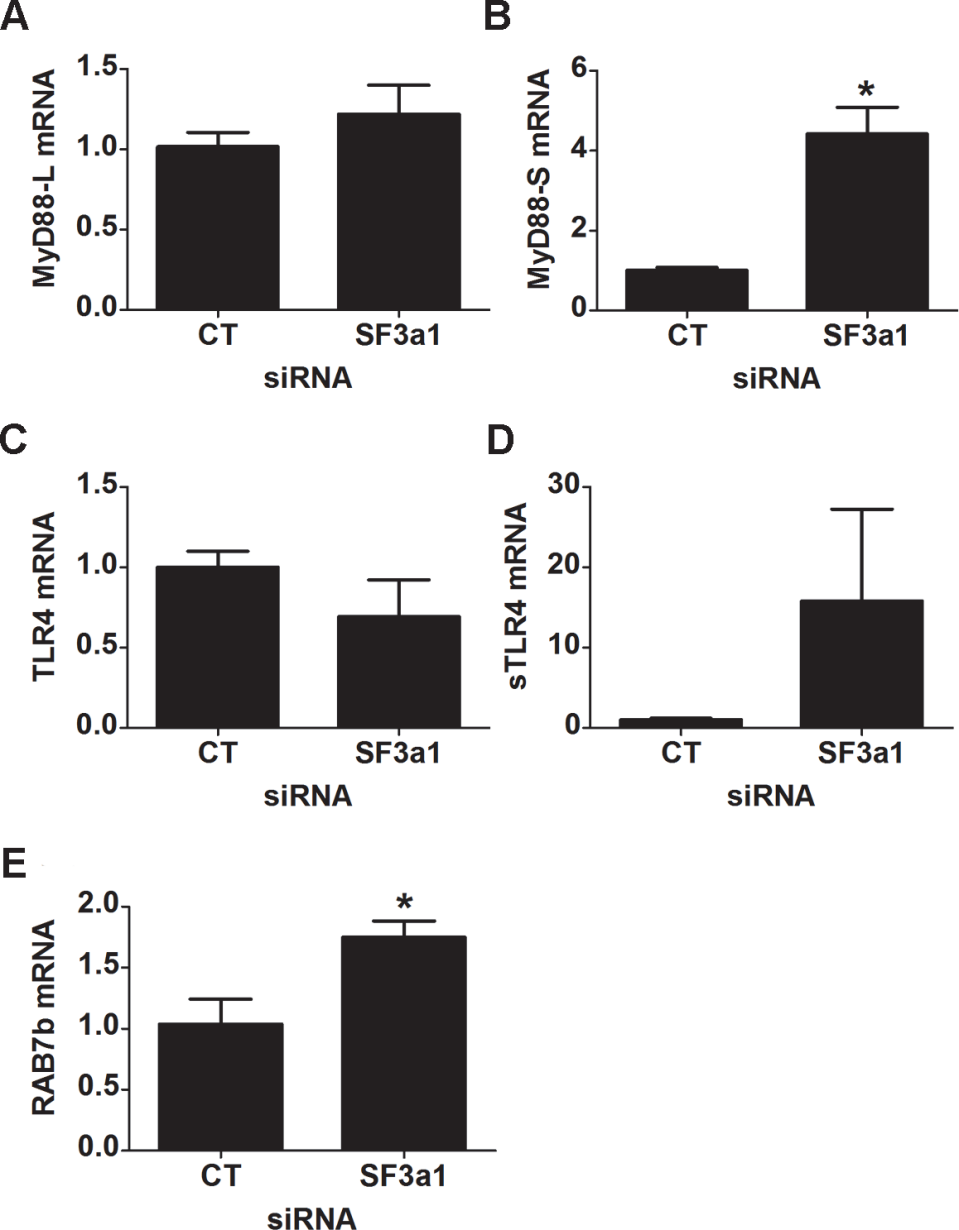
SF3a1 inhibition induces production of negatively acting splice forms of TLR signaling pathway genes. Panels A–E display the results of qPCR assays on RAW264.7 cells used to monitor production of the indicated mRNA isoforms (expression normalized so that 1 is the expression in the presence of control siRNA). CT indicates control siRNA in this an all other figures. LPS exposures were performed for six hours in the presence of 20 ng/ml LPS.

### Increased expression of negatively acting factors when SF3a1 is inhibited

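Myd88 (ENSMUSG00000032508) lies on the reverse strand of chromosome 9 of mm10 from 119335934 to 119341411, and the short isoform lacks exon 2 (119338576 to 119338710, 135 nt). In the exon bin counts, exon 2 is bin 8 and held 9.30 ± 0.910% of the counts of the gene with control siRNA and 9.24 ± 0.269% with SF3a1 siRNA without LPS (SD, n = 3 each). With LPS it held 9.70 ± 2.23% (SD, n = 2) and 8.95 ± 0.598% (SD, n = 3). Of 13 bins 12 were tested, and 0 were called in either comparison, with all adjusted p values at 1 (edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment, and the DEXSeq model fitted with DESeq2). Reads across the junctions of single isoforms are not part of these counts and were not analysed here. At the gene level Myd88 changed by a log2 fold change of 0.49 without LPS (standard error 0.177, adjusted p = 0.0593 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That call was lost without control siRNA without LPS replicate 2 (adjusted p = 0.126) or 3 (0.102) and without SF3a1 siRNA without LPS replicate 1 (0.133), 2 (0.107) or 3 (0.115). The change with LPS was -0.29 (adjusted p = 0.252), called only with the replicate block, the term for replicate 1, or without SF3a1 siRNA with LPS replicate 1 (log2 fold change -0.51, adjusted p = 0.0357 from the same edgeR test).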

Despite our ability to detect alterations in MyD88_S_ by qPCR when SF3a1 is inhibited (Fig. 6A,B), we did not identify differential expression of MyD88_S_ in the current RNAseq study, likely because of the very small quantity of MyD88_S_ mRNA present in cells. The vast majority of sequence reads in MyD88 lie entirely within exons. These reads cannot distinguish between the two splice forms because they will be common to both MyD88_L_ and MyD88_S_; thus, only reads that cross the unique splice junctions in MyD88_L_ and MyD88_S_ will be informative as to the ratio of the two isoforms. Based on RT-PCR, we previously estimated that the ratio of MyD88_L_:MyD88_S_ was approximately 20:1 in unstimulated cells [26]. The current RNAseq data suggest that this ratio could even be larger; in unstimulated cells, we identified 282 reads that crossed the exon 1-exon 2 junction and 217 reads that crossed the exon 2-exon 3 junction (both of which are reads corresponding to MyD88_L_). In contrast, in unstimulated cells, we only obtained 7 reads that crossed the unique MyD88_S_ exon 1-exon 3 junction.

The RNAseq data also indicated that an alternative splice form of TLR4 was generated when SF3a1 was inhibited; this involved splicing of TLR4 to either of two alternative exons >70 kb downstream of TLR4. However, neither of these alternative splice forms has been identified in the plethora of previous studies on TLR4, and we were unable to obtain products corresponding to these computational predictions using RT-PCR. However, we did note that RNAseq reads were identified between exons 3 and 4 in TLR4 when SF3a1 is inhibited. 

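The main Tlr4 transcript in the annotation has 3 exons, the last of which ends at 66842800 on chromosome 4 of mm10. Bins 9 (66924366 to 66924488, 123 nt) and 10 (66929018 to 66930284, 1267 nt) lie downstream of it and are exons 3 and 4 of an annotated transcript that shares exons 1 and 2 with the main one. Bin 10 held 0.289 ± 0.106% of the counts of the gene with control siRNA and 10.1 ± 1.21% with SF3a1 siRNA without LPS (SD, n = 3 each), which is 13 and 299 counts. Its log2 fold change relative to the rest of the gene was 5.17 (adjusted p = 4.50e-09, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). With LPS it held 0.360 ± 0.0456% (SD, n = 2) and 13.9 ± 1.97% (SD, n = 3), 8 and 281 counts, a log2 fold change of 4.96 (adjusted p = 6.86e-06 from the same edgeR test). This bin was called with each of the 11 libraries left out in turn. Bin 9 had 1 count with control siRNA and 39 with SF3a1 siRNA without LPS (adjusted p = 0.00383 from the same edgeR test), a call that was lost without control siRNA without LPS replicate 1 (adjusted p = 0.127). With LPS it had 7 and 46 counts and was called by the DEXSeq model (adjusted p = 0.0527) but not by diffSpliceDGE (adjusted p = 0.728). The bin counts do not tell whether a read in these bins comes from a transcript joined to exons 1 and 2.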

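In the annotation used here, the main Tlr4 transcript has introns 1 (5972 nt) and 2 (5168 nt), and intron 2, from 66834061 to 66839228, is in no exon bin. Reads between the exons on either side of it, 66833894 to 66834060 and 66839229 to 66842800, are therefore not in these counts and were not analysed here. At the gene level, Tlr4 was at 50.7 ± 7.23 CPM with control siRNA and 44.9 ± 10.4 CPM with SF3a1 siRNA without LPS (SD, n = 3 each, log2 fold change -0.17, adjusted p = 0.742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After LPS the level was 33.6 ± 10.6 CPM with control and 25.5 ± 11.9 CPM with SF3a1 siRNA (SD, n = 3 each), a log2 fold change of -0.40 that was not called (adjusted p = 0.383 from the same edgeR test). It was called with the replicate number as a block (-0.43) and without SF3a1 siRNA with LPS replicate 1 (-0.82, adjusted p = 0.0617).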

An alternative splice form of TLR4 has been described previously in which an extra exon is incorporated between exons 3 and 4; this extra exon introduces a stop codon that produces a truncated soluble version of TLR4 (sTLR4) that acts as a negative regulator of signaling [18]. Using qPCR, we were able to verify that TLR4 levels were moderately decreased and sTLR4 levels were substantially increased when SF3a1 was inhibited (Fig. 6C,D).

Our RNAseq analysis also indicated that expression of the negative regulator RAB7b was increased when SF3a1 was inhibited, and we were able to verify this by qPCR (Fig. 6E). Thus, SF3a1 inhibition leads to increased expression of Rab7b and sTLR4, both negative regulators of TLR signaling.

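In single libraries without LPS, Rab7b was at 101.9, 92.2 and 100.5 CPM with control siRNA and at 206.7, 168.8 and 180.1 CPM with SF3a1 siRNA. After LPS the values were 152.9, 68.0 and 90.8 CPM with control siRNA and at 295.8, 158.4 and 200.1 CPM with SF3a1 siRNA. The ranges of the groups did not overlap in either condition (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 0.83 and 1.04 without LPS and between 0.79 and 1.46 with LPS, and the gene was called each time. LPS itself did not change it with control siRNA (log2 fold change 0.08).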

As described above, inhibition of SF3a1 led to a decrease in production of the wild type IKKβ mRNA and an increase in an alternative mRNA form of IKKβ retaining intron 15 (Fig. 5B, G–I). cDNAs with similar intron 15 retention events also have been reported in humans (Ensembl transcript ENST00000520201, UCSC transcript uc010lxh.2, mRNA AB209090). While this alternate transcript also includes intron 14 (163 nt) in human, we see no evidence of intron 14 retention in our experiments with mouse. 

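Intron 14 of mouse Ikbkb has 199 nt, on chromosome 8 of mm10 from 22668746 to 22668944, between exon 14 (22668945 to 22669096) and exon 15. No exon bin covers it, so reads within it are not in the deposited bin counts and its retention was not analysed here. The bin in the neighbouring intron 13 (bin 20, which covers all of its 510 nt) was not called in either SF3a1 comparison.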

Retention of intron 15 in mouse results in a premature stop codon that truncates IKKβ after amino acid R526 plus 29 intron-encoded amino acids; this deletes the last 231 amino acids of IKKβ. The resulting protein contains the NH_2_-terminal kinase domain but lacks the COOH-terminal NEMO binding domain. IKKβ, IKKα, and NEMO together form a complex that phosphorylates IκBα and is thus critical for LPS-induced NFκB activation [75,76]. Interestingly, an alternative splice form of the related protein IKKε that is truncated in a similar location encodes a dominant negative signaling molecule that inhibits viral infection-induced activation of IRF3 and NFκB [77]. We therefore investigated if this truncated IKKβ (which we refer to as IKKβb) could likewise act in dominant negative fashion. We inhibited production of this alternatively spliced IKKβb mRNA using either of two different siRNA duplexes that target intron 15 in IKKβ. Both siRNAs decreased production of both IKKβ and IKKβb isoforms, with stronger inhibition of the IKKβb isoform (Fig. 7A,B), and increased LPS-induced IL-6 production (Fig. 7C). Inhibition of wild-type IKKβ should diminish LPS-induced cytokine production, so this increased IL-6 production is consistent with IKKβb being a novel inhibitory isoform.

**Figure 7:**
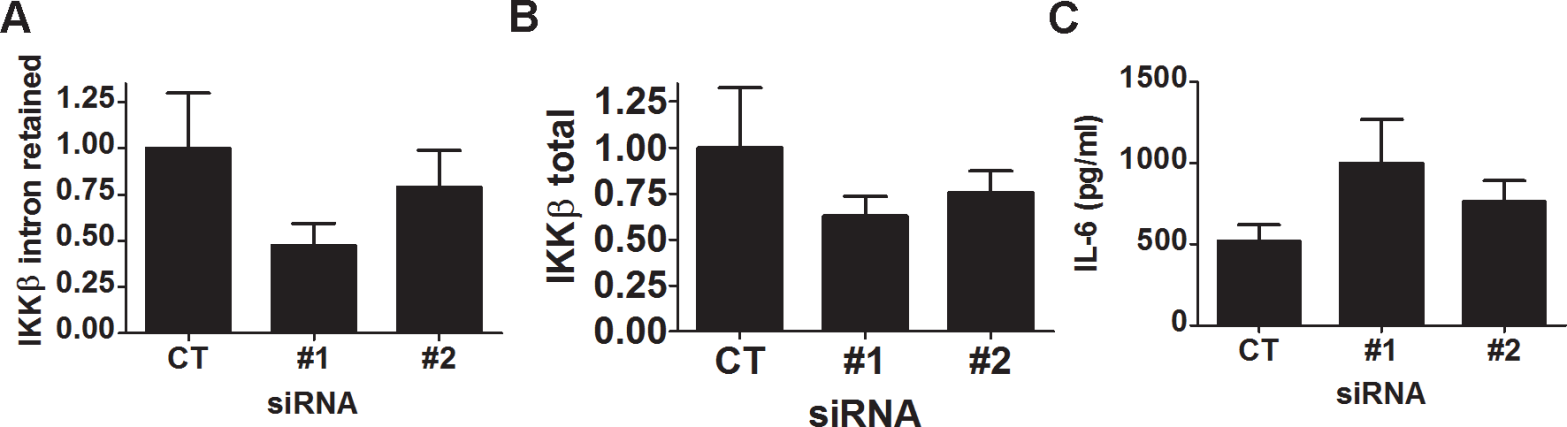
siRNAs targeting IKKβ intron 15 lead to increased production of LPS-induced IL-6. RAW264.7 macrophages were treated with either of 2 siRNAs targeting IKKβ intron 15 or control non-targeting siRNA, were subsequently exposed to 20 ng/ml for 6 hours, and then expression of both IKKβ isoforms was monitored by qPCR (A,B) and IL-6 production was monitored by ELISA (C).

### The effect of SF3a1 on innate immunity is mediated by several TLR signaling pathway genes

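At the gene level, SF3a1 siRNA changed 5069 of 14983 genes without LPS, 2058 higher and 3011 lower, besides the genes changed with LPS (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The split was 2398 higher and 2682 lower with DESeq2's size factors, and 2470 and 2340 without control siRNA without LPS replicate 1. The largest rises without LPS under the rule used for LPS were, by fitted value, those of Timp1, Trp53inp1 and Inka2. Timp1 had 0 counts against 10 over the 3 libraries with SF3a1 siRNA, at least 5.52-fold, so its place among them is not shown. Trp53inp1 and Inka2 rose by 4.67 (standard error 0.452) and 4.60 (standard error 0.458) on the log2 scale, with adjusted p values of 3.84e-05 and 4.34e-05 from the edgeR test. The largest falls were those of Tk1, Aldh1l2 and Ankle1, with log2 fold changes of -3.34, -3.24 and -3.20. With LPS the largest rises were those of Inka2, Phlda3 and Ak1, with log2 fold changes of 5.77, 5.62 and 5.58 and adjusted p values of 2.63e-05, 6.14e-06 and 2.85e-06 from the edgeR test. With LPS the largest falls were those of Gbp2b, Gbp5 and Gbp2, log2 fold changes of -3.73, -3.69 and -3.61, which belong to a family of similar genes and have uncertain counts. Gbp2b and Gbp5 are named as in the paper's tables, since the reference holds no entry for the ID of the first (ENSMUSG00000028269) and gives the ID of the second (ENSMUSG00000040264) the symbol Gbp2b, at another position than the paper does. Among TLR genes, Ikbkb was at 93.0 ± 6.00 CPM with control siRNA and 58.6 ± 6.38 CPM with SF3a1 siRNA without LPS (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.138, adjusted p = 0.00344 from the edgeR test). Its level with LPS was 108 ± 9.50 and 54.4 ± 5.85 CPM (SD, n = 3 each), 50.4% of the control level (log2 fold change -0.99, standard error 0.138, adjusted p = 0.000246 from the edgeR test). Irak1 fell less, from 182 ± 25.8 to 130 ± 15.2 CPM without LPS (SD, n = 3 each, log2 fold change -0.49, adjusted p = 0.0467 from the edgeR test) and from 148 ± 6.23 to 104 ± 20.7 CPM with LPS (SD, n = 3 each, log2 fold change -0.51, adjusted p = 0.0354). The Irak1 call in cells not given LPS was lost without control siRNA without LPS replicate 1 (log2 fold change -0.27, adjusted p = 0.296) or 3 (-0.42, 0.161) and without SF3a1 siRNA without LPS replicate 2 (-0.43, 0.161) or 3 (-0.44, 0.153). In LPS-treated cells it was lost without SF3a1 siRNA with LPS replicate 2 (-0.36, adjusted p = 0.113) and when only the 2 groups compared were fitted (-0.46). Map2k3 rose to 204.6% of the control level without LPS and 223.8% with LPS, with log2 fold changes of 1.03 (standard error 0.251) and 1.16 (standard error 0.251) and adjusted p values of 0.00876 and 0.00393 from the edgeR test. Irf3 fell to 67.1% and 68.3%, with adjusted p values of 0.00262 and 0.00298 from the edgeR test.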

Our RNAseq analysis demonstrated that many TLR signaling pathway genes exhibit altered expression or mRNA splicing when SF3a1 was inhibited. This included a decrease in the production of several positively acting factors because of intron retention (CD14, IRAK1, and IKKβ) and an increase in production of several negatively acting factors from a variety of mRNA splicing changes (RAB7b, sTLR4, and possibly IKKβb). Additionally, using qPCR and RT-PCR, we previously demonstrated that SF3a1 inhibition led to an increase in production of the inhibitory splice form MyD88_S_ [26]. All of these changes in positively and negatively acting factors could contribute to the overall decrease in innate immune responsiveness caused by SF3a1 inhibition. To test the effect of several of these candidate negative regulators, we inhibited either of IKKβb, Rab7b, or MyD88_S_ using siRNA and found that all three treatments led to increased LPS-induced IL-6 production (Fig. 8A).

**Figure 8:**
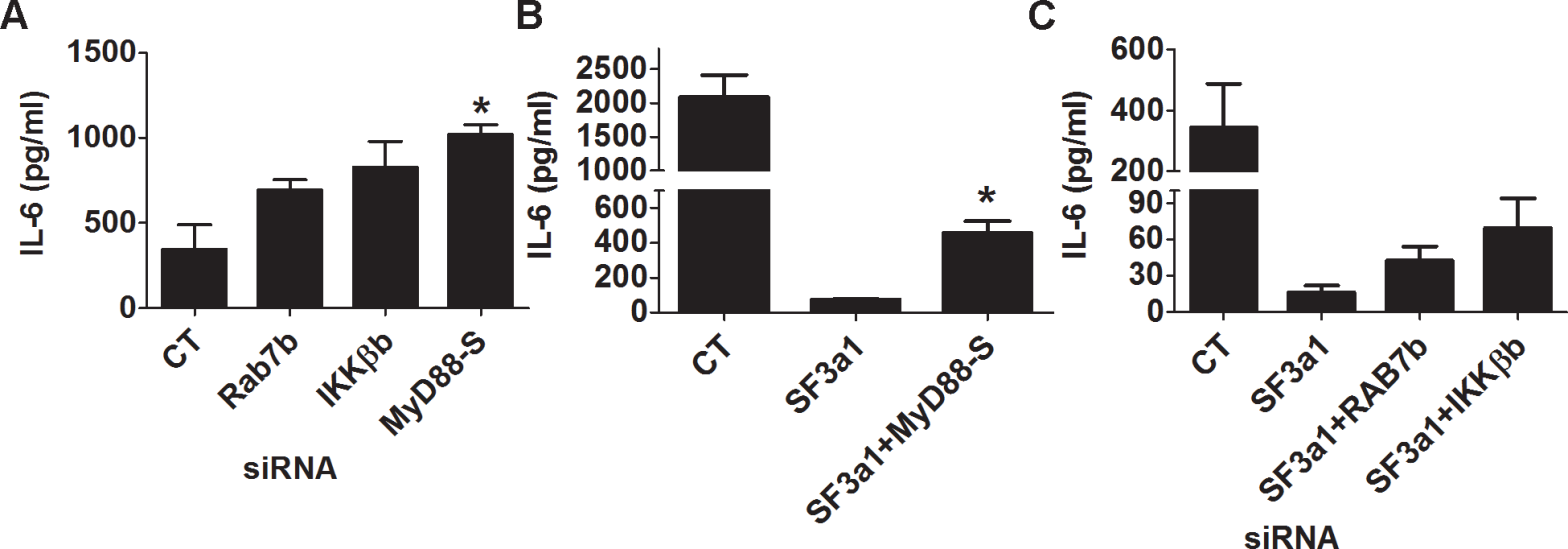
Multiple genes in the TLR signaling pathway mediate the effects of SF3a1 on innate immunity. RAW264.7 macrophages were treated with the indicated siRNAs or control non-targeting siRNA and subsequently exposed to 20 ng/ml LPS for 6 hours. IL-6 production was monitored by ELISA. In panels B and C, cells were treated with multiple siRNAs simultaneously, as indicated; in panel A, only a single siRNA was used in each case.

To verify that the effect of SF3a on innate immunity was mediated by these various factors, we used siRNA to simultaneously inhibit SF3a1 and these negatively acting isoforms. As described previously [46], inhibition of MyD88_S_ is able to partially rescue the effect of SF3a1 inhibition on LPS induced IL-6 production (Fig. 8B). Similarly, inhibition of Rab7b or IKKβb with siRNA each led to a small rescue of the effects of SF3a1 inhibition (Fig. 8C), suggesting that the effects of SF3a1 on innate immunity are mediated by altered splicing of multiple TLR signaling pathway genes.

### LPS stimulation and SF3a1 inhibition regulate the pre-mRNA splicing of a common gene set

We found that LPS stimulation (Table 1) and SF3a1 inhibition (Table 2) both affected alternative pre-mRNA splicing of genes in innate immune signaling pathways. This suggested that specific alterations in the spliceosome may also influence specific effects of LPS on mRNA splicing in macrophages. To test this idea, we compared the lists of genes that were alternatively spliced in the DEXSeq analysis following LPS stimulation or SF3a1 inhibition and found, as expected from the MISO analysis (Fig. 2), that SF3a1 inhibition induced more alternative splicing events than did LPS stimulation (Fig. 9). 

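At least 1 exon bin was changed in 653 of 10609 genes after SF3a1 siRNA without LPS (961 bins, 764 used more and 197 used less) and in 534 genes after SF3a1 siRNA with LPS (756 bins, 585 more and 171 less), against the 49 genes after LPS (edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment). Both SF3a1 comparisons called more genes than LPS in every alternative run, but the sizes moved, and the order of the 2 SF3a1 comparisons turned in some. With the replicate number as a block, 1217 and 1102 genes were called after SF3a1 siRNA without and with LPS, and with replicates 1 and 2 of every group only, 178 and 212, against 19 after LPS. Thinned to 1 total as well, an alternative chosen after seeing the data, these 2 replicates called 111, 134 and 10. The SF3a1 comparison with LPS also called more genes than that without LPS when any 1 library without LPS was left out. Without LPS the count fell to 382 without control siRNA without LPS replicate 2, 388 without its replicate 3, 392 without SF3a1 siRNA without LPS replicate 2 and 432 without its replicate 3. With LPS it fell to 83 without control siRNA with LPS replicate 1, where 1 control library is left, and to 337 and 342 without SF3a1 siRNA with LPS replicates 2 and 3.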

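The 2 SF3a1 comparisons share no library. Of the genes called in them, 341 were called in both, where 32.9 would be by chance (Fisher's exact test, odds ratio 55.2, two-sided p = 1e-300, the smallest written), and 335 of these were not called after LPS. They are 52.2% of the genes called without LPS and 63.9% of those called with LPS. At the level of bins, 424 were called in both comparisons, all of them in the same direction. Genes with many counts and bins are called more often in any comparison. Unchanged groups were simulated 20 times, and as many of their top genes were taken as in the data. Of these, 62 to 77 were shared between the 2 comparisons, and most of the simulated genes taken were not called. The overlap fell to 72 genes without control siRNA with LPS replicate 1, and it was 743 with the replicate number as a block.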

More than half of all SF3a1-dependent alternative pre-mRNA splicing events were in the same 474 genes, regardless of LPS stimulation status (Fig. 9). A smaller set of differentially spliced genes (307), were observed with SF3a1 inhibition alone, and 324 differentially splice genes were unique to the combination of SF3a1 and LPS, consistent with a role for SF3a1 activity in modulating innate immunity regulation. 

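In the exon bin counts, 304 genes were called only without LPS and 178 only with LPS, leaving out those also called after LPS alone. These 2 sets follow from thresholds in separate comparisons. The interaction term, which tests whether the effect of SF3a1 siRNA on a bin differs with LPS, called 0 genes (edgeR's diffSpliceDGE, smallest adjusted p = 0.676). A bin at an unadjusted p under 0.05 was held by 1569 genes. With 153624 bins tested in 10609 genes, chance alone gives many such genes, so they are no sign of a difference. With limma-voom the interaction term called 1 gene and with the replicate number as a block 1 gene. It called 3 without control siRNA without LPS replicate 1 and 2 without SF3a1 siRNA with LPS replicate 1. Of the 505 genes called in 1 SF3a1 comparison only, counting those called after LPS too, 0 were called by this term. Of the 1293 bins called in either SF3a1 comparison, 1257 changed in the same direction in both. The size of each set rests on single libraries. Only without LPS, 188, 132 and 133 genes were called without control siRNA without LPS replicates 1, 2 and 3, 186, 141 and 175 without SF3a1 siRNA without LPS replicates 1, 2 and 3, and 685 and 515 without control siRNA with LPS replicates 1 and 2. Only with LPS, 303 were called without control siRNA without LPS replicate 1, 11 without control siRNA with LPS replicate 1, and 77 and 93 without SF3a1 siRNA with LPS replicates 2 and 3. The paper regards the genes found only in the presence of LPS as compatible with a role of SF3a1 in modulating innate immunity.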

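Of the 49 genes with changed exon usage after LPS, 29 (59.2%) were also called in at least 1 SF3a1 comparison, 14 without LPS and 21 with LPS. The LPS comparison shares its control libraries with both SF3a1 comparisons, so chance alone makes their calls overlap. As many top genes per comparison as in the data were taken in 20 simulations of unchanged groups with the same shared libraries. Of these, 27 to 40 overlapped (median 34.5), and the observed 29 lie within that range. Only 1 to 17 genes after LPS, 0 to 19 after SF3a1 siRNA without LPS and 1 to 23 with LPS were called there. Most simulated genes were thus not called, so the range does not show how far called genes would overlap through shared controls. Against 10000 sets of genes matched on counts and bins alone, which do not share libraries, the expected overlap was 9 (largest 21, permutation of set membership, p = 1e-04, the smallest they can give). When each comparison was given control libraries of its own, an alternative chosen after seeing the data, which leaves 1 control library with LPS to each comparison that uses it, 13 to 25 genes overlapped in 6 fits (median 16.5), against 6 to 21 in 18 fits of simulated unchanged groups (median 14.5). Of the 34 bins called both after LPS and after SF3a1 siRNA with LPS, 0 changed in the same direction, and in the simulations 0 to 1 did. Of the 8 bins called both after LPS and after SF3a1 siRNA without LPS, 7 changed in the same direction, and in the simulations all but at most 1 of the 21 to 39 such bins did. The overlap was 95 of 129 genes (73.6%) with the replicate number as a block and 58 of 107 (54.2%) with the DEXSeq model. The simulated range applies to the 49 genes of the fit without the block, and these 2 overlaps were not set against simulations. Without single libraries it fell to 5 genes (control siRNA with LPS replicate 1), 15 and 11 (control siRNA without LPS replicates 2 and 3), 19 and 15 (SF3a1 siRNA without LPS replicates 2 and 3) and 18 and 13 (SF3a1 siRNA with LPS replicates 2 and 3). From the overlap, the paper proposes that SF3a1 and the spliceosome have some specificity for splicing that LPS induces.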

Roughly half of the alternative gene splicing events specific to LPS stimulation alone (39/81) were also affected by SF3a1 inhibition (Fig. 9), suggesting that SF3a1 and the spliceosome exhibit some specificity in macrophages for regulating LPS-induced alternative splicing at this level of SF3a1 knockdown.

**Figure 9:**
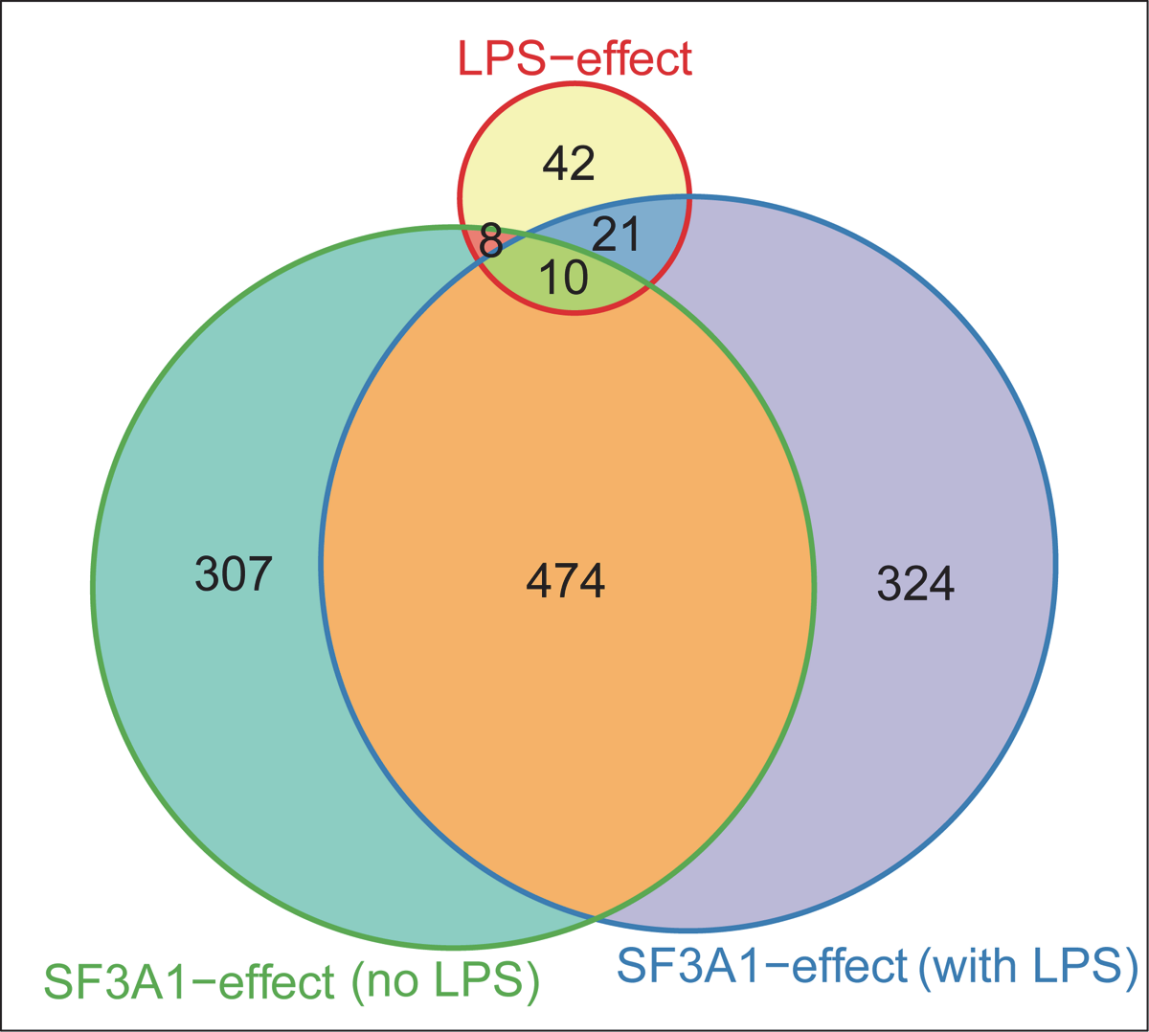
LPS challenge and SF3a1 inhibition affect pre-mRNA splicing of a common set of genes. The Venn diagram (generated using Vennerable package for R 3.0.1) indicates the number of genes whose splicing is altered in the DEXSeq analysis following LPS challenge alone, SF3a1 inhibition in the absence of LPS, or SF3a1 inhibition in the presence of LPS.

## Discussion

### Regulation of pre-mRNA splicing and disease

More than 95% of human genes are alternatively spliced [78–80], contributing to the complexity of the proteome. Cis-acting mutations that affect splicing of specific genes account for as much as 35% of inherited genetic disease [81–84]. Heritable mutations in splicing genes cause several rare diseases including spinal muscular atrophy, retinitis pigmentosa, Nager syndrome, mandibulofacial dysostosis, and oesophageal atresia [81–83,85–94]. Somatic mutations in splicing regulators also have been identified in various malignancies [95–106]. Thus, proper regulation of alternative splicing is critical for normal cellular functions and disease prevention.

While there have been reports of alternative pre-mRNA splicing in genes of the TLR signaling pathway, either globally [25] or on a gene by gene basis [15–20,23,24,26,107–112], there has been little study of how this alternative splicing is regulated. Our discovery that the TLR signaling pathway is particularly sensitive to perturbation of the core SF3a and SF3b spliceosome components in mouse and human macrophages [26] has provided an entry point for such a mechanistic study, and the current investigation of SF3a function has confirmed this surprising role of the core splicing machinery in regulation of the TLR signaling pathway in macrophages.

### The core SF3a mRNA splicing complex regulates alternative pre-mRNA splicing

As expected, SF3a1 inhibition affected a large number of splicing events, particularly intron retention and exon skipping. We note that these results may be biased as MISO examines only a subset of pre-identified possible alternative pre-mRNA splicing events [47]. Nevertheless, it is clear that when SF3a1 levels are reduced to 20% of their wild-type levels, the vast majority of mRNA splicing events still occur normally. It has been reported that the mRNA splicing machinery is limiting within the cell [113,114], so it is logical to assume that some genes will have splicing regulatory sequences that are more sensitive to spliceosomal perturbation than other genes. This partial specificity is not unexpected, as several studies demonstrate that inhibition or mutation of core splicing factors affects splicing of only a subset of genes [115–125], although the partial specificity of splicing factors for innate immune signaling pathways has not been noted previously. Moreover, the cis-acting regulatory sequences identified in this analysis are similar to those reported in other studies of the regulation of alternative pre-mRNA splicing [126,127]. Presumably in a complete knockout situation, many more mRNA splicing events would be affected. Consistent with this, inhibition of SF3a in HeLa cells affects cell survival [128]; this could reflect the stronger RNAi possible in HeLa cells or could be due to a cell-type specific effect. The possibility of cell-type specific effects of mRNA splicing factors are also raised by the report that SF3a1 functions with human estrogen receptor α to regulate mRNA splicing in other cell types [129].

### mRNA splicing and innate immunity

We found that both LPS stimulation and SF3a1 inhibition affected alternative splicing of a common set of genes in innate immune signaling pathways, suggesting that SF3a1 could play a role in mediating the effect of LPS on alternative pre-mRNA splicing. Inhibition of SF3a1 led to a decrease in production of several positive regulators of TLR signaling (intron retention in IRAK1, CD14, and IKKβ); SF3a1 inhibition also led to an increased production of negatively acting mRNA isoforms of TLR pathway genes (sTLR4, MyD88, Rab7b, and possibly IKKβ). Moreover, these negatively acting alternative isoforms are produced by a variety of alternative splicing events (sTLR4, exon inclusion; MyD88, exon skipping; IKKβ, intron retention; Rab7b, gene expression increase).

Why are these particular splicing events so sensitive to perturbation of the core spliceosome component SF3a1? An intriguing possibility is that perhaps, because of their functional significance, the mRNA splice site choices in these genes evolved to be key points of regulation to limit inflammation in macrophages. There is precedent for LPS or other components of pathogens altering the splicing machinery. For example, MyD88 activation in the presence of viral infection can decrease Polypyrimidine Tract Binding Protein (PTB) mRNA levels [130] (although PTB mRNA levels are not affected by LPS stimulation in our RNAseq data). 

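PTB is encoded by Ptbp1 (ENSMUSG00000006498, chromosome 10 of mm10 from 79854427 to 79864771). With control siRNA its level was 516 ± 61.1 CPM without LPS and 532 ± 100 CPM with LPS (SD, n = 3 each), a log2 fold change of 0.04 (standard error 0.186, adjusted p = 0.901 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of its 47 tested exon bins was called after LPS, by diffSpliceDGE or by the DEXSeq model.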

LPS has been shown to stimulate phosphorylation of hnRNP A0, which binds to and stabilizes some cytokine mRNAs [131]. It is possible that LPS treatment could affect the activity of these or other components of the splicing machinery. It is possible that SF3a (or another component in the complex) could itself be modified by LPS stimulation. We have performed some preliminary tests to assess this possibility. SF3a1 subcellular localization (monitored using a SF3a1-GFP fusion) was not grossly altered following LPS stimulation. SF3a1 mRNA and protein levels did decrease slightly (to ∼70% of wild type levels) following LPS stimulation (monitored using qPCR and western blot), although it is unclear what the significance of this moderate decrease is. Conceivably, SF3a1 activity could also be modified by LPS treatment through some covalent modification.

Future investigations of these specific splicing events will inform us how this alternate splicing is regulated and if these splicing events are regulated by a single common mechanism or if multiple independent mechanisms regulate alternative splicing in the TLR signaling pathway. Harnessing these regulatory mechanisms to alter mRNA splicing in the TLR signaling pathway could prove to be a useful novel approach to modulate inflammation, thereby treating numerous inflammatory diseases.

## Materials and Methods

### RNAseq analysis to monitor the effect of SF3a1 inhibition

The RAW264.7 mouse macrophage cell line was transfected with either SF3a1 siRNA or control non-targeting siRNA (Dharmacon) using the 96-well shuttle transfection system (Amaxa) as described previously [26]. Twenty-four hours later, cells were exposed to either 20 ng/ml LPS (List Biological labs), or not as a control. All RNAi treatments and exposures were performed in triplicate. Four hours after LPS stimulation, the supernatant was removed for ELISA analysis and the cell pellet was lysed in RLT buffer (Qiagen). Total RNA was purified using the RNAeasy kit (Qiagen). A portion of the RNA was set aside for qPCR analysis, and the remainder was purified further for RNAseq. PolyA-RNA was isolated from total RNA using the Dynabeads mRNA Direct Purification kit (Life Technologies). The polyA RNA was then processed for next-generation sequencing (NGS) library construction following standard procedures for Ion Proton sequencing using the Ion Total RNA-seq kit for whole transcriptome libraries (Life Technologies). Briefly, library construction proceeded from adaptor ligation, to reverse transcription, cDNA size selection and amplification, and finally bead templating. Once validated, the libraries were sequenced as barcoded-pooled samples on multiple Ion P1 chips using an Ion Proton NGS platform. The RNAseq data presented in this article have been deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE58432.

### Mapping of sequences to the genome

The gene model used throughout these analyses is based on the Ensembl annotation downloaded July 29, 2013, from the UCSC Genome Browser (http://genome.ucsc.edu/). Sequence reads 30 nucleotides long or greater were mapped to the UCSC release mm10 of the *Mus musculus* genome using GSNAP version 2013-11-27 (http://research-pub.gene.com/gmap/ [132,133]) with SNP data version 137 and splice sites compatible with the Ensembl annotation, as well as detection of novel splice sites. With the exception of the Cufflinks/Cuffdiff analysis, only uniquely mapping reads were used for further analysis; multiply-mapped reads without translocations were added for the Cufflinks/Cuffdiff analysis. A separate set of alignments was generated for analysis with MISO, which requires a fixed read length. For MISO, sequences were truncated to 70 nt (replicate 1) or 60 nt (replicates 2 and 3) and shorter reads discarded prior to mapping with GSNAP.

### Analysis of differential splicing with MISO

Genes with splicing events that differ significantly between treatments were identified with MISO version 0.4.9 (http://genes.mit.edu/burgelab/miso/ [47]), using version 2 of MISO’s annotation of alternative splicing events for UCSC release mm10. Because MISO cannot take into account replicates, we treated an event as significantly different between treatments if the change was in the same direction for all three replicates and the Bayes factor of each was at least 1. Events were considered unchanged between treatments if all three Bayes factors were less than 1.

### Analysis of cis-acting splicing regulatory sequences

To identify potential differences in the splice sites of genes with and without changes in splicing, we created sequence logos [134] of those sites with WebLogo version 3.3 (http://weblogo.threeplusone.com/ [135]). Based on the logos of the 3′-splice site, we compared the base composition of the polypyrimidine tract region extending from positions −17 to −5 counting from the 3’ splice site. Fractions of each base in each intron of one set (e.g. introns significantly more retained in SF3a1-depleted cells than in control cells) were compared to a control set (e.g. introns that showed no change, regardless of SF3a1 levels) using the nonparametric Mann–Whitney U-test (wilcox.test function in the stats package of R version 3.0.1 [136]). For intron-retention events, we compared introns that were significantly more retained when SF3a1 was inhibited to introns whose retention was not altered by SF3a1 inhibition (as identified by MISO, see above). For exon skipping events, we compared 3′-splice site sequence logos for the introns both upstream and downstream of the potentially skipped exon.

To determine if exon and intron lengths differed significantly between the various conditions, the nonparametric Mann–Whitney U-test (wilcox.test function in the stats package of R version 3.0.1) was used.

### Differential gene expression analysis with DESeq

Reads mapping to each gene in the Ensembl annotation were quantified using the htseq-count program from the HTSeq package version 0.5.4p3 in the “intersection-nonempty” mode (http://www-huber.embl.de/users/anders/HTSeq/ [137]). These counts were analyzed for differential expression with the DESeq package version 1.12.1 [48] under R version 3.0.1, using a false discovery rate (FDR) of 0.1.

### Differential exon expression analysis with DEXSeq

To examine changes in splicing based on differential exon expression, we used the DEXSeq package version 1.6.0 [49] under R version 3.0.1 with an FDR of 0.1. Exon counts for this analysis were obtained with the included HTSeq-based script dexseq_count.py and an annotation based on the Ensembl gene model.

### Differential gene and transcript expression analysis with Cufflinks

Cufflinks version 2.1.1 [50,51,138,139] was used to assemble and quantify transcripts with parameters to mask rRNA and tRNA sequences and enable bias correction and multi-mapped read correction, and without a reference annotation. Other cufflinks parameters were as follows: -j 0.1 -A 0.05 —overhang-tolerance 5 —max-bundle-length 5,000,000. Transcript models from the different samples and replicates were combined using cuffmerge with the Ensembl annotation and the mouse mm10 genome sequence as references. Testing for differences in gene expression and splicing was performed using cuffdiff with bias correction and multi-mapped read correction, as well as masking of rRNAs and tRNAs, using the default FDR of 0.05. Since three replicates were available for each treatment, dispersion was estimated separately for each condition.

### Pathway analysis

To determine which pathways were altered by LPS treatment or SF3a1 inhibition, the genes identified in the DEXseq analysis were analyzed using the GATHER utility in network mode [52] or the DAVID utility [53,54].

### qPCR to monitor isoform-specific mRNA levels

qPCR was performed using the Quantitect SYBR-green RT-PCR assay kit (Qiagen) and an ABI 7900 thermocycler. Data was normalized relative to β-actin, whose splicing is not affected by this level of SF3a1 inhibition [26]. Primer sequences used for qPCR are listed in S21 Table. qPCR was performed in triplicate and analyzed with Graphpad Prism 5 using t-tests to determine statistical differences (p<0.05).

### Gene inhibition using siRNA

RAW264.7 or J774A.1 mouse macrophages were tranfected with siRNAs (Dharmacon, either SMARTpools targeting particular genes or non-targeting control pools) using the Amaxa nucleofector Shuttle (Lonza) as described previously [26,27,46]. Cells were then plated in 96-well format (100,000 cells per well). Twenty-four hours later, cells were stimulated with 20 ng/ml LPS for six hours, supernatant was collected for ELISA (R&D Biosystems) and cell pellets were used to monitor viability with fluorescein diacetate [140,141] and lysed in RLT (Qiagen) buffer to prepare RNA for qPCR (which was performed as described above). In experiments using two siRNAs simultaneously, siRNA treatments containing only one siRNA were supplemented with a second negative control non-targeting siRNA to render the volumes equivalent.

Sequences of the siRNAs targeting IKKβ intron 15 were 5′-AAGCAGAAGUCUCAGGAUA(UU)-3′ and 5′-GGGCAGAGUUGCUCCGGAU(UU)-3′. ELISA experiments were performed in triplicate and analyzed using Graphpad Prism 5 using t-tests to determine statistical differences (p<0.05).

### Western blot to monitor protein levels

RAW264.7 cells were transfected with either SF3a1-specific siRNA or control non-targeting siRNA as described above. Following the siRNA treatment, cells were lysed on ice in RIPA buffer supplemented with protease inhibitors. Lysates were centrifuged at 12,000 RPM for 15 minutes at 4°C, protein concentration of the supernatant was assessed by BCA Assay (Pierce), and samples were boiled in SDS-loading buffer. Samples were separated on 10% SDS-polyacrylamide gels and transferred to nitrocellulose. The membranes were blocked for 2 hours at room temperature in TBS-T containing 5% non-fat milk, incubated overnight at 4°C with primary antibodies (1:1000) in TBS-T plus 5% BSA (rabbit-anti-IRAK1 and rabbit-anti-IKKβ antisera were from Cell Signaling Technology; mouse-anti-β-actin antiserum was from Millipore), washed in TBS-T, then incubated with HRP-conjugated secondary antibodies (1:1000) for 1 hour at room temperature. The membrane was then washed, treated with ECL Substrate (Pierce), and fluorescence was captured by autoradiography. Images of the films were captured with a Nikon D200 camera. Bands were quantified using Image J [142] and subsequently analyzed for significant differences in Graphpad Prism 5 using t tests (p<0.05).

## Supporting Information

S1 Fig SF3a1 inhibition decreases production of IRAK1 and IKKβ protein. RAW264.7 cells were subjected to either SF3a1 siRNA or control siRNA (CT), were exposed to 20 ng/ml LPS for six hours (IKKβ) or were not exposed to LPS (IRAK1), and IRAK1 and IKKβ protein levels were monitored by western blot. Panels A and B display western blots depicting representative production of IRAK1 and IKKβ (top) and the same blots re-probed for β-actin (bottom). Panels C and D depict quantitation of IRAK1 and IKKβ levels, respectively, from three independent experiments. Asterisks indicate results that were statistically different than control (t-test, p<0.05).
(PDF) Click here for additional data file.

S2 Fig SF3a1 inhibition alters mRNA splicing of TLR signaling pathway genes in the mouse J774A.1 cell line. Panels A–H: J774A.1 cells were subjected to either SF3a1 siRNA or control siRNA (CT), were exposed to 20 ng/ml LPS for six hours, and qPCR was used to to monitor the production of the indicated mRNA isoforms (expression normalized so that 1 is the expression in the presence of control siRNA). CT indicates control siRNA, SF3a1 indicates SF3a1-specific siRNA. LPS exposures were performed for six hours in the presence of 20 ng/ml LPS. Asterisks indicate results that were statistically different than control (t-test, p<0.05).
(PDF) Click here for additional data file.

S1 Table Retained Introns (MISO) – CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S2 Table Skipped Exons (MISO) – CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S3 Table Alternate 3’ Splice Site (MISO)—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S4 Table Alternate 5’ Splice Site (MISO)—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S5 Table Mutually Exclusive Exons (MISO)—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S6 Table DESeq – CT siRNA no LPS vs CT siRNA with LPS.
(XLSX) Click here for additional data file.

S7 Table DESeq – CT siRNA no LPS vs SF3a1 siRNA no LPS.
(XLSX) Click here for additional data file.

S8 Table DESeq – CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S9 Table DEXSeq – CT siRNA no LPS vs CT siRNA with LPS.
(XLSX) Click here for additional data file.

S10 Table DEXSeq – CT siRNA no LPS vs SF3a1 siRNA no LPS.
(XLSX) Click here for additional data file.

S11 Table DEXSeq – CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S12 Table Cuffdiff GENE EXP—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S13 Table Cuffdiff CDS EXP—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S14 Table Cuffdiff Isoform EXP—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S15 Table Cuffdiff TSS group EXP—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S16 Table Cuffdiff CDS—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S17 Table Cuffdiff Promoters—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S18 Table Cuffidff Splicing—CT siRNA with LPS vs SF3a1 siRNA with LPS.
(XLSX) Click here for additional data file.

S19 Table MISO Global Splicing Analysis.
(XLSX) Click here for additional data file.

S20 Table Polypyrimidine tract analysis.
(XLSX) Click here for additional data file.

S21 Table Oligonucleotide sequences.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

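RNA from 12 cultures of RAW264.7 mouse macrophages was analysed: control or SF3a1 siRNA, each without LPS or after 4 hours of 20 ng/ml LPS, with 3 replicates per group. The grouping follows the sample labels. The authors sequenced polyadenylated RNA from one end on the Ion Proton, kept reads of at least 30 nt, mapped them to mm10 with GSNAP and kept uniquely mapping reads. The authors made the deposited gene counts with htseq-count and the deposited exon bin counts with DEXSeq's counting script, both on an Ensembl annotation, and neither is normalized. The gene table holds 38215 genes, of which 9577 have 0 counts in every library, and 36345 of the IDs have a symbol in the reference. A further 44 were named from the paper's tables. Reads outside annotated genes were kept out of library sizes and tests, as were the other summary counts. They were 17.75 to 19.83% of reads with control siRNA and 18.2 to 27.2% with SF3a1 siRNA, and 0.431 to 0.53% of reads were ambiguous between genes.

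The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Gene counts were fitted with edgeR's quasi-likelihood model over all 12 libraries with TMM scaling, after edgeR's filterByExpr. Tested were LPS against no LPS with control siRNA, SF3a1 against control siRNA without LPS and with LPS, and the difference between these 2 SF3a1 effects (the interaction), at a Benjamini-Hochberg false discovery rate of 0.1. Exon bin counts of 11 libraries were fitted with edgeR and tested with diffSpliceDGE at the same rate, in genes with at least 2 bins kept by the filter. Replicate 3 of control siRNA with LPS was not analysed here at the exon level. Coordinates and classes of bins come from GENCODE vM21 (mm10) for 280895 of 354841 bins (79.2%), in genes whose rebuilt bins matched the counts in number. Of the genes in the paper's exon usage tables that have coordinates there, 37 of 44, 482 of 537 and 487 of 545 had the same start and end in this annotation (S9, S10 and S11 Tables). The polypyrimidine analysis was meant for all introns, but only transcript sequences were at hand, so it ran on introns that an annotated transcript keeps and that have at least 40 nt.

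Samples with the same replicate number deviate together. The correlation of deviations from the group means was above 0.1 for each of the 18 pairs with the same number (0.14 to 0.60, median 0.36). Among the 6 pairs of replicates 1 it was 0.41 to 0.60, and among the 12 pairs of replicates 2 or of replicates 3 it was 0.14 to 0.46. Pairs of a replicate 2 with a replicate 3 of another group gave 0.04 to 0.35, and pairs of a replicate 1 with another number -0.52 to -0.17. The replicate 1 libraries were sequenced in 2 runs, and an effect of the runs was not separated from other features of replicate 1. The model without the replicate block was kept, as chosen at the outset, and the block is an alternative.

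Depth limits what can be detected, and the steps were tested on simulated data drawn from the means and library sizes of these libraries, with 200 changed genes. At the gene level (38215 genes simulated), 82% of the changes were recovered for LPS, 82.5% for SF3a1 siRNA without LPS and 84.5% with LPS, with 9.4, 9.3 and 11.1% false calls. Of 2-fold changes, 65, 66 and 69% were recovered, and of 4-fold changes 99, 99 and 100%. At the exon level (37223 genes simulated, with a dispersion that varies between bins), diffSpliceDGE recovered 19, 35 and 18% of the changed genes in the same order, and 33.3, 33.9 and 31.5% of the genes it called were false, above the nominal rate. With 1 dispersion per gene it recovered 11, 19.5 and 10%, with 4.3, 12.2 and 4.8% false calls. The DEXSeq model fitted with DESeq2 recovered 28, 36 and 19.5%, with 50, 38.1 and 48.1% false calls. Exon usage calls near the threshold are therefore less certain than their adjusted p. In simulated SF3a1 comparisons, the matched list test gave a p under 0.05 for 0.5% of 200 random lists of 75 tested genes. It did so for 100% of lists built with 10 called genes, where 112 of 10502 tested genes were called. Such lists are far more enriched than the TLR list, so the 100% is no measure of power for that list. Camera gave a p under 0.05 for 5 of 100 unchanged lists and fry for 7.

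Before the data were examined, the tests, the alternatives and 5 gene lists were fixed. The lists were written from general knowledge: 88 TLR pathway genes, 115 splicing factor genes, 32 p53 target genes, 45 interferon-stimulated genes and 39 NF-κB target genes. The TLR list shares 9 genes with the NF-κB list and 7 with the interferon list, and the p53 list shares 0 with any other. The genes named by the paper include 23 of the TLR list, 5 of the NF-κB list, 2 of the interferon list and 2 of the splicing factor list, and several p53 target genes stand in the paper's tables, whose values had been seen. Lists of exon usage calls were compared with 10000 random lists matched on counts and number of bins, in deciles of each. Gene-level lists were tested with limma's camera (preset correlation 0.01), with fry, camera with estimated correlation and the replicate block as alternatives. Camera sets the genes of a list against all other genes, so its n is the number of genes, while fry tests the list by the spread between the 12 libraries. Named in the text are the genes that the paper names for these libraries, and for each comparison the 3 largest rises and falls among called genes with a mean of at least 10 CPM over the 12 libraries and the same direction in every replicate pair, and the 3 exon bins with the smallest adjusted p. Other alternatives were DESeq2's size factors, other filters, only the 2 groups compared, a term for replicate 1, limma-voom, DESeq2's Wald test, the DEXSeq model, a Simes test per gene, a rate of 0.05, libraries thinned to 1 total, and leaving out each library in turn. Fold changes against a group at 0 counts use a floor of 3 counts over the group. The MISO analysis was not repeated, and the paper's MISO results in the S1, S2 and S19 Tables were used as given. The Cuffdiff analysis, the western blot, ELISA and qPCR data and the S7 Table were not used here, apart from gene names and positions in the Cuffdiff tables.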

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

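The planned tests in this part are those of the difference between the SF3a1 effects over all genes, of the p53 list after SF3a1 siRNA and of the splicing factor list, and the tests of depth, sequencing batch, near-0 counts, knockdown size, shared libraries, list correlation and scaling, like the list tests of the difference, were chosen after the results were seen.

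The effect of SF3a1 siRNA on gene counts differed with LPS for 520 of 14983 genes, by a test of the difference itself (interaction term, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 230 with a positive and 290 with a negative difference. The balance of directions depends on the fit: 980 were positive and 776 negative with the replicate block, 986 and 776 with a term for replicate 1, 392 and 319 without control siRNA with LPS replicate 1, 244 and 243 without SF3a1 siRNA with LPS replicate 2, and 172 and 306 with DESeq2's size factors. No majority direction is drawn from it, and the paper does not report this test. Of the 520 genes, 302 have SF3a1 effects of opposite direction in the 2 conditions, 161 have an effect of the same direction that is at least as large with LPS, and 57 (11%) have a smaller effect of the same direction with LPS. A smaller knockdown of Sf3a1 with LPS would shrink effects without turning them, so it cannot be the cause for most of these genes. With every library thinned to the smallest total, 489 genes were called, so unequal depth does not account for them. With a term for replicate 1, the sequencing batch, 1762 were called, so the batch does not create them. Most of the genes, 89%, have at least 1 CPM with control siRNA without LPS, so counts near 0 are not their source. Of the 520, 512 were also changed by LPS, and 99.4% of the 520 have a difference opposite in sign to their LPS change. Among the 512, 287 that LPS raised have a lower SF3a1 effect with LPS, and 224 that it lowered have a higher one. The 2 tests share libraries, so chance pushes them in opposite directions. In 20 simulations, the fitted LPS and SF3a1 effects added up on the log scale, with no difference between the SF3a1 effects. There, 78.7 to 82.9% of the top 520 genes had a difference opposite in sign to their LPS change. The simulations called 0 to 1 genes. The count depends on libraries: it was 338 without control siRNA without LPS replicate 2, 292 without its replicate 3, and 284 and 273 without SF3a1 siRNA without LPS replicates 2 and 3. It was 1756 with the replicate block. A candidate explanation is that SF3a1 depletion dampens the response to LPS in both directions, a hypothesis found on the same data. It was not separated from changed levels without LPS, which would alter the difference in the same way. An effect of this siRNA on other targets than Sf3a1 stays open, since these libraries hold 1 SF3a1 siRNA treatment.

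Single genes named in the text whose SF3a1 effect differed with LPS are given by log2 difference, with adjusted p from the same edgeR test. They are Timp1 -7.24 (0.00921), Ccl5 -3.51 (0.00632), Il1b -3.31 (0.0413), Cxcl10 -2.57 (0.0827), St6gal1 2.11 (0.0134), Bmf 2.22 (0.0498), Ticam2 1.06 (0.0584) and Tk1 1.37 (0.0998). Timp1 has 0 counts with control siRNA without LPS, so its difference depends on the prior count and is no bound. Ccl5, Timp1 and St6gal1 were called with each of the 12 libraries left out in turn. Il1b was lost without control siRNA without LPS replicates 1 (-3.31, 0.111) or 2 (-3.12, 0.100) or SF3a1 siRNA without LPS replicate 1 (-2.26, 0.314). Bmf was lost without control siRNA without LPS replicates 1 or 3 (0.124, 0.126), SF3a1 siRNA without LPS replicates 2 or 3 (0.113, 0.136) or SF3a1 siRNA with LPS replicate 3 (0.101). Cxcl10 was lost without control siRNA without LPS replicates 1 or 3 (0.156, 0.187), control siRNA with LPS replicates 2 or 3 (0.153, 0.158), SF3a1 siRNA without LPS replicates 1, 2 or 3 (0.210, 0.101, 0.135) or SF3a1 siRNA with LPS replicate 3 (0.122). Ticam2 was lost without control siRNA without LPS replicates 1, 2 or 3 (0.140, 0.141, 0.179), control siRNA with LPS replicate 2 (0.129), SF3a1 siRNA without LPS replicates 1, 2 or 3 (0.125, 0.111, 0.144) or SF3a1 siRNA with LPS replicate 3 (0.129). Tk1 was lost without control siRNA without LPS replicates 1, 2 or 3 (0.143, 0.202, 0.236), control siRNA with LPS replicate 3 (0.128), SF3a1 siRNA without LPS replicates 1, 2 or 3 (0.107, 0.233, 0.221) or SF3a1 siRNA with LPS replicates 1, 2 or 3 (0.193, 0.128, 0.138).

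The list of interferon-stimulated genes (44 of 45 tested) had a median log2 difference of -1.72 between the SF3a1 effects, by a test of the difference itself (n = 44 genes, camera, p = 1.03e-47, and fry, p = 0.000313). The difference was negative for 43 of the 44 genes and called for 22. Over the 36 genes with at least 1 CPM with control siRNA without LPS, fry gave p = 0.000226 (n = 36 genes, median -1.67), which argues against counts near 0 as the source. With the correlation between the genes estimated, camera gave p = 0.000887, and with DESeq2's size factors the median was -1.77, so neither correlation nor scaling accounts for it. This list shares 7 genes with the TLR list, and LPS itself raised all 44 of its tested genes with control siRNA (edgeR's quasi-likelihood test). The NF-κB list (36 of 39 tested) had a median of -1.20 (n = 36 genes, camera, p = 1.39e-33, and fry, p = 0.000284), with 35 of 36 negative and 12 called. Its 27 genes with at least 1 CPM gave fry p = 0.00019 (median -1.06), estimated correlation p = 0.00107, and DESeq2's size factors a median of -1.25. LPS raised all 36 of its tested genes. The difference of the NF-κB list comes from a rise without LPS (median 0.71, 17 genes called higher and 1 lower) as well as from a fall with LPS (median -0.63, 18 called lower and 3 higher), so a raised level without LPS and a smaller response are not separated in it. The interferon list, lower in both conditions (medians of -0.52 and -2.27), may show the same dampening as the 520 genes, and neither list is separate evidence for it. An effect of the siRNA on other targets stays open here too.

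The p53 list had a median log2 difference of -0.0275 between the SF3a1 effects (n = 31 genes), by a test of the difference itself (camera, p = 0.0235). The mean was -0.19, and fry gave p = 0.0887, camera with estimated correlation p = 0.162 and camera with the replicate block p = 0.0454. The median near 0 covers genes that go both ways, so no direction is drawn from it, and no explanation was tested for it.

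The p53 target genes, which the paper does not discuss, were higher after SF3a1 siRNA. Without LPS the list (31 of 32 tested) had a median log2 fold change of 1.24 and a mean of 1.43, with 20 genes called higher and 1 lower (n = 31 genes, camera, p = 2.45e-25, and fry, p = 5.89e-08). With LPS the median was 1.01 and the mean 1.24, with 21 called higher and 4 lower (n = 31 genes, camera, p = 4.02e-16, and fry, p = 3.82e-07). Correlation between its genes does not account for this (p = 0.000115 without and 0.000913 with LPS when estimated), nor does scaling (medians of 1.30 and 1.02 with DESeq2's size factors), nor the sequencing batch of replicate 1 (p = 1.92e-24 and 7.24e-16 with the replicate block). After LPS alone, 17 of the 31 genes were called, 8 higher and 9 lower (n = 31 genes, camera, p = 0.674, median -0.17, mean 0.12), and nothing is drawn from a median over genes that go both ways. A candidate explanation is a p53 response to the depletion. A response to transfected siRNA of this sequence, whatever its target, stays open and was not tested.

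Of 114 tested splicing factor genes, 27 had changed exon usage after SF3a1 siRNA without LPS (23.7%), where matched random lists gave a median of 16 (95% between 9 and 23, permutation of list membership, two-sided p = 0.0052). With LPS it was 18 genes (15.8%), against a median of 13 (95% between 7 and 19, permutation of list membership, p = 0.151), which cannot be told apart from matched lists, since the count lies above their median and within their range. With the DEXSeq model, 32 and 29 genes were called (permutation of list membership, p = 0.0328 and 0.0496), and with the replicate block, chosen after the result was seen, 40 and 30 (p = 0.0112 and 0.244). Many counts and bins are matched in this test, so they do not account for the result without LPS. A candidate explanation is that genes of splicing factors change their own exon usage when SF3a1 is depleted. Whether the 2 conditions differ for this list was not tested.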

How the results depend on the processing

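The alternatives chosen after seeing the data are replicates 1 and 2 thinned to 1 total, the replicate block for the TLR and splicing factor lists, further comparisons of the gene-level lists, the exon usage interaction, the introns inside transcripts and within genes, and separate controls.

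Among the genes and bins named here and the lists tested, no called one changed sign. Called genes and bins that are not named are not covered by this. The balance of higher and lower calls did turn. Exon bins after LPS (79 higher, 44 lower) were mostly lower with the DEXSeq model (131 of 232) and with limma-voom (55 of 103). Genes after SF3a1 siRNA without LPS (2058, 3011) were 2470 and 2340 without control siRNA without LPS replicate 1. With LPS (2755, 3063) they were 3020 and 2902, 2817 and 2735, and 2833 and 2744 without control siRNA without LPS replicates 1, 2 and 3, 3009 and 2984 without control siRNA with LPS replicate 1, and 2234 each with the 2 groups compared. The turns of the difference are given with it. Of the counts and list results, 236 alternative values in 25 results stayed within 1.5 times or on the same side of their threshold. Of the single genes and bins, 907 values in 86 results kept their side of the threshold, 81 values in 27 results lost their call and 21 values in 8 results gained one. Some uncalled values crossed 0 with a library left out, among them Ptbp1 after LPS (0.04, -0.12), Tlr4 without LPS (-0.17, 0.04) and Il10 with LPS (-0.51, 0.35). The gene counts after LPS, SF3a1 siRNA without LPS and SF3a1 siRNA with LPS stayed within 1.5 times under all alternatives run.

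Genes whose SF3a1 effect depends on LPS (520) were 930 without the filter, 1756 with the replicate block, 1762 with a term for replicate 1, 921 with DESeq2 and 306 at a rate of 0.05, and 273 to 711 with each library left out.

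Genes with changed exon usage after LPS (49) were 30 at a rate of 0.05, 26 with Simes, 129 with the replicate block, 31 thinned, 19 with replicates 1 and 2 only, 10 with those thinned and 107 with the DEXSeq model, and 23 to 60 with each library left out. After SF3a1 siRNA without LPS (653) they were 1217 with the replicate block, 178 with replicates 1 and 2, 111 with those thinned and 988 with the DEXSeq model, and 382 to 768 with each library left out. After SF3a1 siRNA with LPS (534) they were 1102, 212, 134 and 935 in the same order, and 83 to 603. In both SF3a1 comparisons (341) they were 743, 95, 61 and 560, and 72 to 365. The exon usage interaction (0) called 1 gene with the replicate block and 1 with limma-voom, and 0 to 3 with each library left out. Replicates 1 and 2 only, with or without thinning, gave fewer genes in the LPS comparison and in both SF3a1 comparisons. Leaving out single libraries lowered the number in some cases and raised it in others. The cause of these shifts was not tested, nor was that for the block and the DEXSeq model.

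The share of LPS genes also called after SF3a1 siRNA (59.2%) was 43.3% at a rate of 0.05, 42.3% with Simes, 42.3% with bins of at least 10 counts, 73.6% with the replicate block, 35.5% thinned, 10.5% with replicates 1 and 2, 10.0% with those thinned and 35.6% with the 2 groups compared, and 21.7 to 61.7% with each library left out. The cause was not tested. Libraries whose absence moves a count by over 1.5 times are named at the claims. Where a library of control siRNA with LPS is left out of the exon counts, the lone one left is assumed to vary like the other groups.

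By Fisher's exact test, without matching, the TLR list without LPS gave p = 0.00589 and the splicing factor list with LPS p = 1.42e-05, and with matching the DEXSeq model gave the latter p = 0.0496. Unmatched tests do not allow for counts and bins. The NF-κB list with LPS gave p = 0.117 with estimated correlation. The interferon list without LPS (p = 0.0487) gave 0.527 with estimated correlation, 0.092 with fry and 0.0741 with the replicate block. The p53 difference gave 0.162 with estimated correlation and 0.0887 with fry. For U, the polypyrimidine comparison (permutation test, p = 0.1) gave 1e-05 against other genes and 0.0012 within genes, and for C (p = 0.0636) 1e-05 and 0.0233. The cause was not tested.

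The replicate block called Cd14 in both SF3a1 comparisons, and Myd88 and Tlr4 with LPS, and the exon usage of Spp1 without LPS and Actb with LPS. Thinned to the smallest total, 481 and 403 genes were called for exon usage after SF3a1 siRNA without and with LPS, so depth lowers these counts, and simulated 2-fold changes of single bins were rarely recovered.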

Differences from the paper's values

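No test in this part was chosen after the result was seen, except where said. The paper's treatments were made in triplicate, while the exon usage comparisons here that involve control siRNA with LPS have 2 libraries of that group, so the sample groups differ for the 81, 324 and 829 genes below, which is a limit and not a tested cause.

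The paper gives 81 genes with changed exon usage after LPS, and 49 were called here. Of the alternatives set before the data were examined, the DEXSeq model (107), and leaving out control siRNA without LPS replicate 1 (56), control siRNA with LPS replicate 2 (60) or SF3a1 siRNA with LPS replicate 1 (60) come within 1.5 times of the paper's value. DESeq2's size factors (49), bins with at least 10 counts (52), the 2 groups compared (45), limma-voom (44), a rate of 0.05 (30), Simes (26), thinning (31), replicates 1 and 2 (19), the replicate block (129) and the other leave-outs (23 to 51) do not.

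The paper gives 324 genes called only after SF3a1 siRNA with LPS, and 178 were found here. The replicate block (323), the DEXSeq model (351) and leaving out control siRNA without LPS replicates 1, 2 or 3 (303, 228, 234), SF3a1 siRNA without LPS replicates 1 or 2 (226, 219) or SF3a1 siRNA with LPS replicate 1 (227) come within 1.5 times. The rate of 0.05 (140), Simes (146), DESeq2's size factors (178), bins with at least 10 counts (169), thinning (131), replicates 1 and 2 (116), the 2 groups compared (118), limma-voom (159) and leaving out control siRNA with LPS replicates 1 or 2 (11, 121), SF3a1 siRNA without LPS replicate 3 (210) or SF3a1 siRNA with LPS replicates 2 or 3 (77, 93) do not.

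The paper's supplementary tables give 829 genes with changed exon usage after SF3a1 siRNA with LPS, and 534 were called here. The replicate block (1102), the DEXSeq model (935) and leaving out control siRNA without LPS replicate 1 (600), SF3a1 siRNA without LPS replicate 1 (569) or SF3a1 siRNA with LPS replicate 1 (603) come within 1.5 times. The rate of 0.05 (414), Simes (435), DESeq2's size factors (537), bins with at least 10 counts (498), thinning (403), replicates 1 and 2 (212), the 2 groups compared (394), limma-voom (463) and the other leave-outs (83 to 495) do not.

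For genes changed by LPS at the gene level, the paper's S6 Table has 2738 entries, and 4809 were called here. The rate of 0.05 (3925) and leaving out control siRNA without LPS replicates 2 (4043) or 3 (3985) come within 1.5 times, and all other alternatives (4191 to 6571) do not. For genes changed by SF3a1 siRNA with LPS, the paper's S8 Table has 2614 entries, and 5818 were called here. None of the alternatives comes within 1.5 times (4468 to 7647).

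Of the genes the paper calls for exon usage and that were tested here, 33 of 80 were called after LPS, 545 of 797 after SF3a1 siRNA without LPS and 415 of 825 with LPS, and the DEXSeq model called 72.5, 88.3 and 79% of them. Some TLR genes that the paper lists as changed in exon usage were not called here. Irf5 without LPS was not called (smallest adjusted p = 0.238, edgeR's diffSpliceDGE with Benjamini-Hochberg adjustment), but was by the DEXSeq model (0.0258) and with the replicate block. Irf3 with LPS (0.274) was called with the replicate block. Map2k3 with LPS (0.101) was called by the DEXSeq model (0.00694), with DESeq2's size factors and without control siRNA without LPS replicate 1, SF3a1 siRNA without LPS replicate 1 or SF3a1 siRNA with LPS replicate 1. Ifnar2, joined with Il10rb and Gm21970, was called without LPS by the DEXSeq model and with the replicate block, and with LPS under no setting. Spp1 with LPS was called under no setting.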

Other observations

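The tests by class of bin, of the exon usage interaction, of separate controls, of the replicates 1 and 2 thinned to 1 total, of genes with retained introns and of polypyrimidine tracts within genes were chosen after the results were seen.

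More genes changed exon usage after SF3a1 siRNA than after LPS, and a candidate explanation was the missing library of control siRNA with LPS. With replicates 1 and 2 of every group thinned to 1 total, 111 genes were still called after SF3a1 siRNA without LPS and 10 after LPS, which argues against it as the whole cause. Chance in the grouping cannot be excluded by regrouping, since 3 libraries against 3 make only 10 splits, of which 1, the real one, called as many genes in each gene-level comparison and in exon usage after SF3a1 siRNA without LPS. The other 9 splits called 0 genes in each of the 3 gene-level comparisons (edgeR's quasi-likelihood test). In exon usage they called 0 to 10 genes, and those with 10, 3, 3 and 2 keep the replicate 1 libraries together. Of the 4 splits that part all 3 pairs, the 3 others called 0. In 20 simulations of unchanged groups, 0 to 19 genes were called for exon usage after SF3a1 siRNA without LPS, against 653. That argues against chance alone as the source of the exon usage calls in this comparison.

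The share of LPS exon usage genes that SF3a1 siRNA also changed may come from the control libraries that the comparisons share. Simulated unchanged groups gave a median of 34.5 shared top genes against the 29 observed. Most of the simulated genes were not called, so they do not show how far called genes would overlap. The bins go with shared controls in part only. Of the bins called after LPS, 8 of 123 had the same sign after SF3a1 siRNA with LPS, where the simulations gave 0 to 6.5%. Without LPS it was 57 of 123, where they gave 86.2 to 96.7%, and 8 bins were called in both, where they gave 21 to 39. So shared controls need not account for all of the overlap, and the rest stays open. Genes with many counts and bins alone would not give it (permutation of set membership, p = 1e-04, the smallest that matched sets can give). With separate controls a median of 16.5 genes overlapped, against 14.5 in simulated groups, so whether an overlap above chance exists cannot be told apart, since these fits leave 1 control library with LPS to each comparison that uses it, and their 13 to 25 genes overlap with the 6 to 21 of the simulated ones.

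Of 75 TLR genes, 11 were called without LPS, against a median of 7 in matched lists (95% between 2 and 12, permutation p = 0.124), and 7 with LPS, against 5 (1 to 9, permutation p = 0.424). With the replicate block, chosen after the results were seen, 15 were called without LPS, against a median of 12 (7 to 18, permutation p = 0.448). With LPS and the block, 9 were called, against a median of 10 (5 to 16, permutation p = 0.734). An enrichment and its absence cannot be told apart. Both counts without the block lie above the matched medians and within the matched ranges, and with the block the count with LPS lies below its median.

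The exon usage interaction called 0 genes (edgeR's diffSpliceDGE, limma-voom 1). The 1569 genes with a bin at an unadjusted p under 0.05 are no sign of a difference, since many bins per gene were tested. Whether the SF3a1 effect on exon usage differs with LPS cannot be told apart from equal effects. Simulated 2-fold changes of single bins were rarely recovered even in the single comparisons.

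Called bins of retained introns were mostly higher after SF3a1 siRNA (p = 8.81e-08 without and 1.79e-08 with LPS, Fisher's exact test) and those of cassette exons more often lower (p = 6.34e-17 and 9.2e-12), which is consistent with SF3a1 depletion retaining annotated introns and skipping annotated exons. The rise is not particular to retained introns: 94.1 and 94.3% of their called bins rose, but so did 92.0 and 92.8% of those inside an annotated intron in neither class. The contrast therefore comes from cassette exon bins and from bins inside no annotated intron (53.8 and 46.7% rose). These 2 classes also had more counts per base, with medians of 3.49 and 7.3 in genes with 5000 counts or more. Retained intron bins had 1.13, and bins inside an annotated intron in neither class 0.682. The classes were not matched on level, and a fall is harder to call in a sparse bin. The test therefore does not separate class from level. Bins of 1 gene are not independent, so these p values are not a count of separate events. A retained intron bin went with a lower count of its gene. With LPS, the 80 genes with a risen bin that were tested alone had a median log2 fold change of -0.22, with 28 higher and 52 lower, where random genes matched on expression gave 0.0442 (-0.115 to 0.187). Without LPS, 123 such genes had a median of -0.23, against 0.0271 (-0.0849 to 0.142). A bin is tested relative to the rest of its gene, so a loss of spliced transcripts alone could raise it, and the 2 readings were not separated.

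U in the polypyrimidine tracts of retained introns was lower than in the other introns of the same genes (permutation within genes, p = 0.0012). Not paired within genes, this difference was small (0.36 against 0.384, permutation test, p = 0.1). The other introns of the same genes in turn had less U than introns of other expressed genes (0.384 against 0.443, permutation test, p = 1e-05). The base composition shared by introns of a gene can therefore be part of the cause, but is unlikely to be the whole of it.

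Interferon-stimulated genes were lower after SF3a1 siRNA with LPS (n = 44 genes, camera, p = 2.66e-35, median log2 fold change -2.27, 43 of 44 called lower, and fry, p = 6.19e-06), as were NF-κB target genes (n = 36 genes, camera, p = 2.91e-05, median -0.63, 18 called lower and 3 higher, and fry, p = 0.00116). These 2 planned tests and those of the p53 list stay under 0.05 after Benjamini-Hochberg adjustment over the 4 (1.06e-34 and 2.91e-05 for these 2). With correlation estimated the NF-κB list gave p = 0.117, so its fall may rest on genes that move together. Without LPS, interferon genes had a median of -0.52 (camera, p = 0.0487) and NF-κB genes one of 0.71 (camera, p = 6.01e-09, and 0.0454 with estimated correlation), both looked at after the results were seen.

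Sf3a1 with control siRNA was at 87.4% after LPS (log2 fold change -0.20, adjusted p = 0.528, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ptbp1 had a log2 fold change of -0.58 after SF3a1 siRNA without LPS (adjusted p = 0.0369 from the same edgeR test) and of -0.38 with LPS (0.142). Both depend on single libraries, so no contrast is drawn. The call without LPS was lost without control siRNA without LPS replicates 1, 2 or 3 (0.209, 0.104, 0.101) or SF3a1 siRNA without LPS replicates 2 or 3 (0.133, 0.137). With LPS it was called without control siRNA with LPS replicate 3 (0.0971) or SF3a1 siRNA with LPS replicate 1 (0.0582).

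The exon bins with the smallest adjusted p (edgeR's diffSpliceDGE, Benjamini-Hochberg adjusted) not given at a claim are these. After LPS, bin 27 of Il4i1, joined with an overlapping gene, had a log2 fold change of 4.54 (2.04e-13). After SF3a1 siRNA without LPS, bin 30 of Sfpq, joined with Gm12940, rose by 5.19 (1.94e-14), and bin 1 of Nfatc1 fell by 3.01 (7.39e-12). After SF3a1 siRNA with LPS, bins 24 and 25 of Arpc1b rose by 3.60 each (2.15e-11 and 7.77e-11) and bin 9 of Ppan, joined with Gm24067, by 3.51 (1.66e-09).

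Reads outside annotated genes were 18.6 ± 0.941% of reads with control siRNA and 23.2 ± 3.49% with SF3a1 siRNA without LPS (SD, n = 3 each, exact permutation test, two-sided p = 0.1), and 19.0 ± 1.08% and 19.8 ± 1.59% with LPS (SD, n = 3 each, exact permutation test, p = 0.4).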
